# DeepSAGE Based Differential Gene Expression Analysis under Cold and Freeze Stress in Seabuckthorn (*Hippophae rhamnoides* L.)

**DOI:** 10.1371/journal.pone.0121982

**Published:** 2015-03-24

**Authors:** Saurabh Chaudhary, Prakash C. Sharma

## Abstract

Seabuckthorn (*Hippophae rhamnoides* L.), an important plant species of Indian Himalayas, is well known for its immense medicinal and nutritional value. The plant has the ability to sustain growth in harsh environments of extreme temperatures, drought and salinity. We employed DeepSAGE, a tag based approach, to identify differentially expressed genes under cold and freeze stress in seabuckthorn. In total 36.2 million raw tags including 13.9 million distinct tags were generated using Illumina sequencing platform for three leaf tissue libraries including control (CON), cold stress (CS) and freeze stress (FS). After discarding low quality tags, 35.5 million clean tags including 7 million distinct clean tags were obtained. In all, 11922 differentially expressed genes (DEGs) including 6539 up regulated and 5383 down regulated genes were identified in three comparative setups i.e. CON vs CS, CON vs FS and CS vs FS. Gene ontology and KEGG pathway analysis were performed to assign gene ontology term to DEGs and ascertain their biological functions. DEGs were mapped back to our existing seabuckthorn transcriptome assembly comprising of 88,297 putative unigenes leading to the identification of 428 cold and freeze stress responsive genes. Expression of randomly selected 22 DEGs was validated using qRT-PCR that further supported our DeepSAGE results. The present study provided a comprehensive view of global gene expression profile of seabuckthorn under cold and freeze stresses. The DeepSAGE data could also serve as a valuable resource for further functional genomics studies aiming selection of candidate genes for development of abiotic stress tolerant transgenic plants.

## Introduction

More than half of the crop production is adversely affected worldwide every year by various abiotic stresses such as drought, cold, heat and salinity [1]. These stresses also limit the geographical distribution of cultivated plants. Cold stress is one such environmental factor that affects plant growth and causes a significant loss to crop production [2]. Exposure to low temperature alters the expression of many genes and rehabilitates the internal structure of plant cells [3]. Plant cells also undergo various biochemical and physiological changes to cope up with chilling and freezing conditions [4]. At chilling (< 20°C) and freezing (< 0°C) temperatures, plants need to mitigate the problem of cold/freeze induced injuries in the cell membranes. Plants native to low temperature climate, on exposure to low (non freezing) temperature for a long period, show an increase in the freeze tolerance, an adaptive process called cold acclimation. Considering the importance of cold tolerance, a large number of cold responsive genes have been identified in higher plants and their regulatory mechanism has been studied at transcriptional level [5]. However, to understand the mechanism of cold stress in detail and to improve the chilling and freezing tolerance in crop plants by gene transfer, a prime and potent step is the identification and selection of genes for cold and freeze tolerance present in plants adapted to low temperature climate.

Seabuckthorn (*Hippophae rhamnoides* L.), a spiny deciduous shrub of the family Elaeagnaceae, is one of such plants that has the ability to survive in extreme environmental conditions with temperature ranging from -40°C to 40°C [6]. Since seabuckthorn is highly adaptable to varying and extreme environmental conditions, its genome is expected to harbour genes which confer tolerance to various abiotic stresses, particularly cold stress. Recently, 61 low temperature (LT) responsive extracellular proteins were reported from LT treated secretome in seabuckthorn [7], indicating the presence of a high number of LT responsive genes in seabuckthorn.

The *Hippophae* genus includes seven species, two of them probably of hybrid origin [8], native over a wide range of area covering Europe and Asia. The common seabuckthorn (*Hippophae rhamnoides* L.) is the most wide spread of all the *Hippophae* species, distributed in the cold regions of Indian Himalayas, China, Russia and many other countries of Europe and North America [9]. Seabuckthorn rapidly develops an extensive root system and, therefore, is an ideal plant for preventing soil erosion. It has a strong ability to fix atmospheric nitrogen symbiotically with *Frankia*, an actinomycetes, present in its root nodules [10]. Moreover, seabckthorn is well known for its immense nutritional and medicinal values. The pharmacological benefits of different seabuckthorn preparations include anti-tumor, anti-carcinogenic, anti-atherogenic and anti-microbial activities, immuno-modulatory and radio-protective properties [11–13]. Despite its immense ecological and medicinal value, there is scarcity of literature on molecular biology of seabuckthorn, as the main focus of research has been limited to the study of biochemical characterization and documentation of medicinal uses of seabuckthorn extracts. Nevertheless, in the last few years, seabuckthorn has attracted the attention of molecular biologists also worldwide. The limited research efforts included cloning of glycerol-3-phosphate acyltransferase (GPAT) gene and validation of its increased expression in cold-stressed leaves of seabuckthorn [14], development of EST based SSR markers [15], generation of expressed sequence tags (ESTs) [16], transcriptome study of mature seeds and fatty acid composition of seabuckthorn berries [17], *de novo* assembly of short reads of seabuckthorn transcriptome [18] and mining of microsatellites from next generation sequencing derived seabuckthorn transcriptome [19].

Gene expression profiling presents a global picture of expression of thousands of genes simultaneously by measuring the expression of mRNA in two or more experimental conditions. For global gene expression analysis, sequencing based approaches such as SAGE (Serial Analysis of Gene Expression) [20] and MPSS (Massive Parallel Signature Sequencing) [21] provide a better alternative to hybridization based microarrays [22]. Moreover, the advent of the high throughput next generation sequencing (NGS) has revolutionized the sequencing based approaches for gene expression profiling [23–26]. We employed DeepSAGE (Deep Serial Analysis of Gene Expression) [23], a combination of classical SAGE and NGS, for complete transcriptome profiling of seabuckthorn (*Hippophae rhamnoides* L.) to identify differentially expressed genes during cold and freeze stress. DeepSAGE or Deep Sequencing-based expression analysis [23, 24] provides high sensitivity, advancement in robustness and resolution, and simplifies experimental steps over other gene expression profiling techniques including classical SAGE and its modifications.

Some cold inducible elements have earlier been reported in seabuckthorn following expressed sequence tag approach [16]. However, in plants many genes are responsible for cold and freeze tolerance, therefore, a comprehensive study was required to identify cold and freeze responsive genes in seabuckthorn using a high throughput sequencing technique. In this study, we present a comprehensive view of cold and freeze responsive genes of seabuckthorn. The DeepSAGE data generated from three leaf tissue libraries (normal room temperature, cold stress at 4°C and freeze stress at -10°C), revealed a very high number of differentially expressed genes. Expression of 22 randomly selected genes was further validated by qRT-PCR (quantitative Real Time—Polymerase Chain Reaction) analysis. Our DeepSAGE data provided important details of seabuckthorn transcriptome under cold and freeze stress conditions, and insights into the understanding of cold acclimation process at molecular level. The identified sets of up regulated and down regulated genes in response to cold and freeze stress provide a valuable resource for future studies on functional genomics of abiotic stress in plants.

## Materials and Methods

### Plant Material

Seabuckthorn (*Hippophae rham*noides L.) seeds were procured from Defence Institute of High Altitude Research (DIHAR), Leh, India. Seeds were surface sterilized and germinated in dark at room temperature for 3 days. The seedlings were transferred to growth chamber, maintained at 28°C temperature, 55% relative humidity and photoperiod of sixteen hours light and eight hours dark. For differential gene expression profiling through DeepSAGE, the 30 days old plantlets, at six leaves stage, were subjected to cold stress (CS) treatment at 4°C and freeze stress (FS) at -10°C for 6 hr. The seedlings grown at 28°C were taken as control (CON). For qRT-PCR analysis, the plantlets were subjected to cold (4°C) and freeze stress (-10°C) for three time courses i.e. 2 hr, 4 hr and 6 hr.

### Total RNA Isolation

Leaf tissues were harvested from control (CON) and stress subjected plants (cold stress, CS; freeze stress, FS) and processed for RNA isolation. Total RNA from all the three samples was isolated following a modified CTAB method [27] using Intrap spin plant RNA mini kit columns (Invitek, Germany). Total RNA was quantified by gel electrophoresis and nanodrop readings (A260/A280). The RNA samples with A260/A280 ratio from 1.9 to 2.1, A260/A230 ratio from 2.0 to 2.5 and RIN (RNA Integrity Number) value of more than or equal to 8.0 were processed for further analysis.

### Tag Preparation and Illumina Sequencing

Tag preparation and sequencing was outsourced to a commercial service provider Ocimum Biosolutions, Hyderabad, India. Illumina Gene Expression Sample Prep Kit and Solexa Sequencing Chip (Flowcell) were used for tag preparation and the main instruments used for sequencing included Illumina Cluster Station and Illumina HiSeqTM 2000 System. Systematic presentation of the experimental pipeline is given in supplementary information (S1 Fig). Briefly, 6 μg of total RNA from each of the three samples (CON, CS and FS) was used for the purification of mRNA using Oligo(dT) magnetic beads. Next, Oligo(dT) primer was used to synthesize first and second strand of cDNA. The 5’ ends of the tags were generated by digestion of bead bound cDNA with restriction enzyme *Nla*III having CATG recognition site. The fragments apart from 3’ end of cDNA connected to Oligo(dT) beads were washed away and the Illumina adapter 1 was ligated to the sticky 5’ end of the digested bead bound cDNA fragments. The junction of Illumina adapter 1 and CATG site is the recognition site of *Mme*I, an endonuclease with separate recognition sites and digestion sites. It cuts at 17 bp downstream of the CATG site, producing tag with adapter 1. Illumina adapter 2 was ligated to the 3’ ends of the tags to generate a tag library by acquiring different adaptors at both ends. After 15 cycles of linear PCR amplification, 105 bp fragments were purified by 6% TBE—PAGE (Tris/Borate/EDTA—Poly Acrylamide Gel Electrophoresis). After denaturation, the single chain molecules were fixed onto the Illumina Sequencing Chip (flowcell). Each molecule grows into a single-molecule cluster-sequencing template through an *in situ* amplification process. Sequencing was performed following sequencing by synthesis (SBS) method adding four differently labeled nucleotides. Each tunnel generated millions of raw reads of 49 bp length.

### Bioinformatics Analysis of Tags

Raw sequences generated by Illumina sequencing were transformed into clean tags by removing 3’ adaptor sequences, empty reads (reads only with 3’ adaptor), low quality tags, too long and too short tags, and tags with copy number < 2. The resulting 21 nt long clean tags were further processed for alignment and annotation. The saturation analysis of sequencing was performed to confirm whether the number of detected genes increased proportionally to sequencing amount (total tag number) or not. Pearson correlation analysis was performed between parallel experimental setups viz. CON vs CS, CON vs FS, and CS vs FS to evaluate the reproducibility of DGE (Digital Gene Expression), which indicates the reliability of experimental results as well as operational stability. BLAST (version 2.2.21) and BLAST2GO (version 2.3.5) [28] analysis were performed for alignment and gene expression annotation (GO-term), respectively. All clean tags were mapped on to the reference sequences allowing only 1 bp mismatch. Tags mapped to reference sequences from multiple genes were filtered and remaining tags were designated as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and normalized to TPM (number of transcripts per million clean tags) [24, 29].

### Screening of Differentially Expressed Genes (DEGs)

Differentially expressed genes were identified across control and stress subjected sample libraries on the basis of variation in the counts of their related sequence tags using an algorithm, a rigorous significance test, developed by Audic and Claverie [30]. The FDR (false discovery rate) ≤ 0.01 [31], and absolute value of log_2_Ratio ≥ 1 were used as threshold to judge the significance of gene expression differences. These stringent criteria and a relative threshold of 2-fold change in the sequence were used to identify differentially expressed genes in different libraries. Cluster analysis of gene expression pattern was performed using ‘cluster’ [32] and ‘Java Treeview’ [33] softwares. Pathway enrichment analysis was done for differentially expressed genes by using KEGG (Kyoto Encyclopedia of Genes and Genomes) [34], a major pathway related database.

### Validation of DEGs using qRT-PCR

Primers for the 22 randomly selected differentially expressed genes were designed using Gene Runner software version 3.05 (www.generunner.net). Total RNA was isolated from the leaf tissues of control, cold and freeze stressed plants using a modified CTAB method [27]. To remove traces of genomic DNA, the total RNA was treated with DNaseI (Fermentas). RNA quality was checked by formaldehyde gel electrophoresis and quantity measured by NanoVue (GE Healthcare). Reverse transcription reaction (25 μl) was set up using 2 μg of total RNA to construct 1^st^ strand cDNA template according to the manufacturer’s protocol (Applied Biosystem cDNA synthesis kit). Real time RT-PCR amplifications were performed in an optical 96-well PCR plate (Applied Biosystems) using One Step Plus Real Time PCR system (Applied Biosystems). First strand cDNA reaction was diluted 10 fold and 2.5 μl of it was used as a template along with Power SYBRGreen Master Mix (Applied Biosystems) and 500 nM of gene specific primer in a 25 μl Real Time PCR reaction. Universal cycling conditions (10 min 95°C, 40 cycles of 15s 95°C and 60s 60°C) were followed by generation of melting curve (obtained by heating the PCR product from 60°C to 95°C) to check the specificity of amplification. The amount of actin, a constitutive transcript (endogenous control) was normalized to check the fold change in the expression of the target genes. No template control (NTC) reaction was also included to check whether the amplification is genuine from the cDNA sample.

## Results and Discussion

### Distribution of Tags

DeepSAGE [23] was employed for global gene expression analysis in seabuckthorn (*H*. *rhamnoides* L.) in response to cold and freeze stress. Tags were generated using Illumina Gene Expression Sample Prep Kit and Solexa Sequencing Chip (Flowcell) from three leaf tissue cDNA libraries representing control (CON, treatment 28°C, 6 hr), cold stressed (CS, treatment 4°C, 6 hr) and freeze stressed (FS, treatment -10°C, 6 hr). 

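DeepSAGE counts short sequence tags in place of whole transcripts. Each tag starts at a CATG site, where NlaIII cuts the cDNA bound to oligo(dT) beads, and holds the 17 bases that follow it, 21 bases in all. The data analysed here came from leaves of plantlets 30 days old, with 1 library per condition. For each pair of libraries the authors deposited a table of genes and a table of tags. Both hold the number of clean tags in each library, the same number as TPM of that library's clean tags, a log2 ratio, a P-value and an FDR. Only genes and tags past the authors' threshold were listed. The authors had removed tags with fewer than 2 copies, and no gene or tag with a count of 1 was listed. The clean tags, as the paper gives them in Table 1, numbered 11566379 in CON, 12010122 in CS and 11908614 in FS. The totals implied by the deposited counts and TPM values were 11566384, 12010121 and 11908604, and the totals of Table 1 were used. By Table 1, 29.3% of the clean tags in CON, 28.4% in CS and 28.2% in FS matched a gene unambiguously in the sense direction. A gene at 0 tags had been written as 0.01 TPM, which sets its log2 ratio. In its place a limit of 3 tags was used here, 0.259 TPM in CON, 0.250 TPM in CS and 0.252 TPM in FS, and a fold against 0 is given as a lower bound. As there was 1 library per condition, no difference had a replicate check. An exact binomial test of a gene's counts in both libraries (2-sided, conditional on their sum, with the clean tags as exposure) was computed for every listed gene. It compares libraries, not conditions. Intervals are exact (Clopper-Pearson) 95% intervals and, like the limit of 3 tags, cover counting error only, because PCR reads without molecular identifiers are not independent molecules.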

Tags were further sequenced using Illumina Cluster Station and Illumina HiSeqTM 2000 System. Tag based sequencing approach, DeepSAGE, has proved to be an efficient and powerful technique for global gene expression analysis as substantial data have been generated from the three representative libraries. The sequencing depth enhanced the identification of low abundant transcripts which were beyond the reach of classical SAGE. The sequencing results showing abundance and characterization of tags from the three libraries are summarized in Table 1. In total, 36182581 raw tags including 1393681 distinct tags were generated. After filtering low quality tags including tags with copy number < 2, and too short and too long tags, 35485115 clean tags including 698010 distinct clean tags were obtained. An analysis of the distribution of tags was performed to evaluate the normality of DGE data. All three DGE libraries showed a similar pattern of distribution of total and distinct tags in different tag abundance categories. Category with smaller number of transcripts showed higher abundance whereas category with large number of transcripts exhibited very low abundance. On the basis of copy number, tags were clustered into six classes viz. 2–5, 6–10, 11–20, 21–50, 51–100 and >100 tags class. As shown in Fig 1, the proportion of tags in these six classes was found to be 55.15%, 14.11%, 9.99%, 8.66%, 4.58% and 7.6%, respectively. It was expected that tags belonging to >100 category represent lowest abundance. However, proportion of transcripts under different stresses may deviates from the expected patterns in some cases. Such a deviation has also been reported in an earlier study on cold and freeze stress [35]. This observation may reflect the high transcriptional activity of many low temperature signalling pathways in response to cold and freeze stress that are normally inactive or minimally active. Library representing freeze stress treatment had the highest number of distinct clean tags with copy number ≥ 2. This observation suggested that more number of genes are expressed during freeze stress (FS, treatment 4°C, 6 hr) as compared to control (CON, treatment 28°C, 6 hr) and cold stress (CS, treatment -10°C, 6 hr). This situation may arise due to the fact that the expression of genes changed during long exposure to stress supporting the phenomenon of cold acclimation in plants.

**Fig 1:**
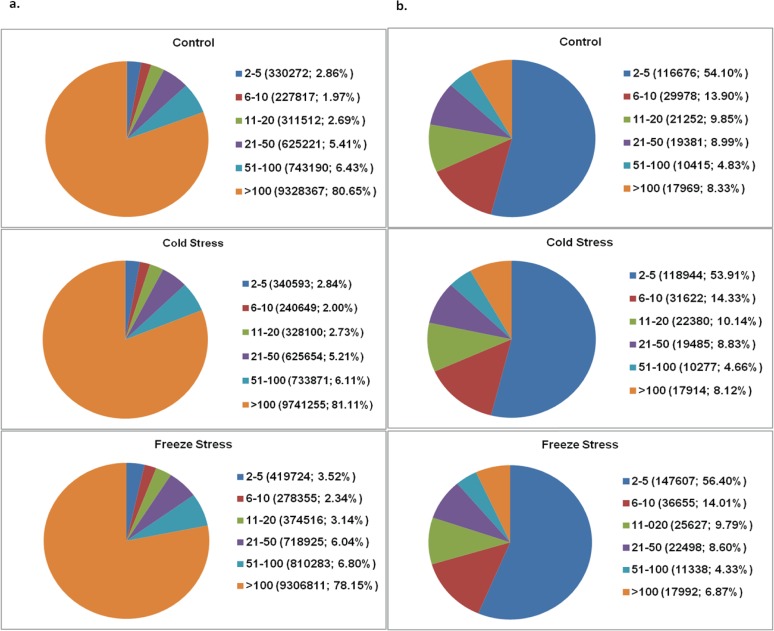
Distribution of total clean tags (a) and distinct clean tags (b), generated from digital gene expression sequencing in control, cold stress and freeze stress libraries.

**Table 1:** Summary of tags generated from sequencing of Control (CON, 28°C, 6 hr), Cold Stress (CS, 4°C, 6 hr) and Freeze Stress (FS, -10°C, 6 hr) libraries.

****Summary****		****Control****	****Cold Stress****	****Freeze Stress****
Raw sequences	Total tags	11803601	12265029	12113951
	Distinct tags	452202	475010	466406
Clean tags	Total clean tags	11566379 (97.99)	12010122 (97.92)	11908614 (98.30)
	Distinct clean tags	215671 (47.69)	220622 (46.45)	261717 (56.11)
Total number of genes mapped by all clean tags	116401			
Tag mapped to sense gene	Total clean tags	3484191 (30.12)	3501960 (29.16)	3456423 (29.02)
	Distinct clean tags	60707 (28.15)	62488 (28.32)	70275 (26.85)
	Number of genes	35193 (30.23)	36491 (31.35)	39272 (33.74)
Unambiguous tag mapped to sense gene	Total clean tags	3393181 (29.34)	3408115 (28.38)	3354641 (28.17)
	Distinct clean tags	58367 (27.06)	60036 (27.21)	67467 (25.78)
	Number of genes	32722 (28.11)	33971 (29.18)	36487 (31.30)
Tag mapped to antisense gene	Total clean tags	3139369 (27.14)	3294264 (28.38)	3005305 (25.24)
	Distinct clean tags	51885 (24.06)	54011 (24.48)	59486 (22.73)
	Number of genes	30686 (26.36)	31999 (27.49)	34213 (29.39)
Unambiguous tag mapped to antisense gene	Total clean tags	3087653 (26.70)	3228056 (36.88)	2953874 (24.80)
	Distinct clean tags	50273 (23.31)	52303 (23.71)	57490 (21.97)
	Number of genes	28858 (24.79)	30105 (25.86)	32104 (27.58)
Tags mapped to gene (sense and antisense)	Total clean tags	6623560 (57.27)	6796224 (56.59)	6461728 (54.26)
	Distinct clean tags	112592 (52.21)	116499 (52.80)	129761 (49.58)
	Number of genes	43179 (37.10)	44719 (38.42)	47384 (40.7)
Unambiguous tag mapped to gene (sense and antisense)	Total clean tags	6480834 (56.03)	6636171 (55.25)	6308515 (52.97)
	Distinct clean tags	108640 (50.37)	112339 (50.92)	124957 (47.75)
	Number of genes	40440 (34.47)	41924 (36.02)	44384 (38.13)
Unknown tags	Total clean tags	4942819 (42.73)	5213898 (43.41)	5446886 (45.74)
	Distinct clean tags	103079 (47.79)	104123 (47.20)	131956(50.42)

Figures in parenthesis are in %.

### Mapping of Tags on Reference Transcriptome

All the available CATG +17 base pair clean tags were mapped on to the reference gene sequences of other species including *Vitis vinifera*, *Populus trichocarpa* and *Arabidopsis thaliana* allowing only 1 bp mismatch. Multiple genes were filtered out and remaining tags were designated as unambiguous clean tags. In total, 116401 gene reference tags were mapped with 86909 reference tags having CATG site. A total of 234300 reference tags were mapped including 225643 (96.31%) unambiguous tags. Further, 8657 (3.69%) ambiguous tags mapped to two or more genes. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million tags). 

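The deposited tag tables give the match of each differentially expressed tag to the reference, whose genes carry Unigene identifiers there. Of 15293 tags listed for CON vs CS, 7474 matched no gene, which is 48.9% (95% interval 48.1 to 49.7). For CON vs FS this held for 7328 of 15769 tags (46.5%, interval 45.7 to 47.3) and for CS vs FS for 8135 of 16450 tags (49.5%, interval 48.7 to 50.2). Tags that matched several genes numbered 201, 220 and 202 in the same order. A gene name in the deposited tables is the description of the gene's best hit in another species. No hit was named for 1213 of the differentially expressed genes in CON vs CS, for 1301 in CON vs FS and for 1242 in CS vs FS. The TPM values computed from the counts and the clean tags of Table 1 differed from the deposited ones by at most 0.005, the rounding of the tables.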

Sense and antisense sequences also play an important role in the regulation of gene expression [24, 29]. 

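In the deposited tag tables, 3658 differentially expressed tags of CON vs CS matched a gene in the antisense direction and 4161 in the sense direction. There were 3953 antisense and 4488 sense tags in CON vs FS, and 3900 antisense and 4415 sense tags in CS vs FS. For 732 genes of CON vs CS, tags in both directions were listed that matched that gene alone, and the tags of each direction changed in 1 direction. Sense and antisense tags changed the same way in 713 of these genes, which is 97.4% (95% interval 96.0 to 98.4). The share was 78.4% in CON vs FS (421 of 537 genes, interval 74.7 to 81.8) and 78.6% in CS vs FS (460 of 585 genes, interval 75.1 to 81.9). When the antisense directions were shuffled 1000 times over the genes, the share stayed between 43.9% and 55.6% in CON vs CS, between 50.5% and 61.6% in CON vs FS and between 44.8% and 56.8% in CS vs FS. Sense and antisense tags moved in opposite directions in 19, 116 and 125 genes in the same order. Among genes with several sense tags, those tags alone moved in opposite directions in 4.48%, 25.3% and 21.8%. Opposite directions within a gene were thus not particular to antisense tags.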

Tags mapped to the complementary strand of a gene suggested that its antisense strand also has transcripts and the gene may follow the sense-antisense regulation (Table 1) in response to cold and freeze stress. The saturation analysis was also performed to check whether the number of detected genes increases with an increase in the sequencing amount (total tag number). When sequencing level reaches to 2 million or higher, the number of genes detected showed no further increase (S2 Fig). Furthermore, correlation between two parallel experiments was also analyzed for the evaluation of reliability as well as operational stability [23, 24]. The value of correlation in each analysis was very close to unity (S3 Fig) suggesting a high reproducibility of two parallel experiments (CON vs CS, CON vs FS, and CS vs FS).

### Screening of Differentially Expressed Genes (DEGs)

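The deposited P-values were compared with the tag counts, over P-values above 1e-200. For genes that fell, the P-value was within 1% of 2 times the tail probability of the second count given the first, in all 1778 such genes of CON vs CS, 1745 of CON vs FS and 1732 of CS vs FS. For genes that rose, it was more than 10 times the value recomputed in this way in 963 of 1888 genes of CON vs CS, 738 of 1967 of CON vs FS and 700 of 1900 of CS vs FS. The p of the exact binomial test lay at or below the largest deposited P-value of the comparison in 3747 of 3872 genes of CON vs CS, in 3926 of 4052 genes of CON vs FS and in 3853 of 3998 genes of CS vs FS. That largest P-value was 0.000149 in the authors' deposited table of CON vs CS, 0.000150 in the authors' deposited table of CON vs FS and 0.000145 in that of CS vs FS. Every listed gene had an FDR below 0.001 in the authors' deposited table, and the smallest size of a log2 ratio there was 1. Among simulated counts for the genes of each table with counting noise alone, 200 of them changed, the exact test with the same limits recovered 91.5% of the changed genes for CON vs CS, 88.0% for CON vs FS and 90.5% for CS vs FS, and it called 0 of the unchanged ones. The changed genes were given a log2 ratio of 2 in size. Listed genes without a 0 had a median size of 1.66, 1.61 and 1.61, so recovery of smaller changes was not measured. When libraries unchanged in all genes of the 3 lists were also given an assumed biological coefficient of variation of 0.2, the same limits called about 144, 140 and 143 genes in the same order of comparisons, and with 0.4 about 1332, 1330 and 1330 genes, as means of 20 simulated sets.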

Differentially expressed genes across CON, CS and FS libraries were detected on the basis of variation in the counts of their related sequence tags using an algorithm developed by Audic and Claverie [30]. CON library was taken as control and compared with CS (cold stress) and FS (freeze stress) libraries. The latter two libraries were also compared for the identification of genes that are differentially expressed in freeze stress as compared to cold stress. 

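In the comparison of FS with CS, Unigene26249_All, which has no named best hit, rose from 25 tags in CS to 1028 in FS, a log2 ratio of 5.37 (95% interval 4.80 to 6.01). Unigene75620_All, with a flavonol synthase/flavanone 3-hydroxylase of Ricinus communis as best hit, rose from 13 to 352 tags, a log2 ratio of 4.77 (interval 3.98 to 5.69). Among the falls, Unigene76779_All, with a heat-shock protein of Ricinus communis as best hit, went from 6591 tags in CS to 370 in FS, a log2 ratio of -4.14 (interval -4.30 to -3.99). Unigene22460_All, a conserved hypothetical protein of Ricinus communis by its best hit, went from 208 to 12 tags, a log2 ratio of -4.10 (interval -5.08 to -3.27). These are the 2 largest rises and the 2 largest falls among genes with at least 10 tags in the lower library. A gene high or low in the FS library enters both comparisons made with it, so these share genes without any effect of stress. Of 1531 genes listed in both CON vs FS and CS vs FS, 1403 changed in the same direction, 91.6% (interval 90.1 to 93.0). In unchanged libraries simulated with the higher assumed coefficient of variation, the share was 97.1%, with about 452 shared genes per set, and with the lower one it was 100%, with about 19. The observed share was below those of the simulated libraries. Of 1477 genes listed in both CON vs CS and CS vs FS, 66 changed in the same direction, 4.47% (interval 3.47 to 5.65), against 2.93% in the simulated sets at the higher coefficient.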

The details of up regulated and down regulated genes are summarized in Fig 2. 

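The largest rise from CON to CS, among genes with at least 10 tags in the lower library, was that of Unigene75203_All, from 29 to 2963 tags, a log2 ratio of 6.62 (95% interval 6.10 to 7.20). Its best hit is the photosystem II protein D1 of Isoetes flaccida. Unigene44820_All, a hypothetical protein of Vitis vinifera by its best hit, rose from 12 to 649 tags, a log2 ratio of 5.70 (interval 4.89 to 6.66, exact binomial test, p = 4.01e-169). In the other direction, the flavonol synthase gene Unigene75620_All fell from 400 tags in CON, a log2 ratio of -5.00 (interval -5.92 to -4.21, exact binomial test, p = 8.40e-104). Unigene75355_All, without a named hit, fell from 10279 to 383 tags, a log2 ratio of -4.80 (interval -4.95 to -4.65). From CON to FS, Unigene116038_All, an unknown protein of Medicago truncatula by its best hit, rose from 88 to 6383 tags, a log2 ratio of 6.14 (interval 5.84 to 6.46). The D1 gene Unigene75203_All rose to 1573 tags in FS, a log2 ratio of 5.72 (interval 5.19 to 6.30). Unigene52019_All, without a named hit, fell from 545 to 19 tags, a log2 ratio of -4.88 (interval -5.63 to -4.23). Unigene33780_All, with a hypothetical protein of Nicotiana tabacum as best hit, fell from 456 to 34 tags, a log2 ratio of -3.79 (interval -4.34 to -3.28).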

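The authors' deposited table of CON vs CS lists 3872 genes, 2051 up and 1821 down. For CON vs FS the authors' deposited table lists 4052 genes, 2278 up and 1774 down, and for CS vs FS 3998 genes, 2210 up and 1788 down. Counted once each, the genes of the 3 lists numbered 7713, of which 3753 were in 1 list, 3711 in 2 lists and 249 in all 3 lists. A gene had 0 tags in 1 of the libraries compared in 281 genes of CON vs CS, 319 of CON vs FS and 247 of CS vs FS. With edgeR's exact test and an assumed biological coefficient of variation of 0.4, at the largest deposited P-value, 159, 112 and 39 genes passed in the same order of comparisons. This alternative moved the counts most.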

A total of 11922 genes have been identified, which are differentially expressed in the three experiments (CON, CS and FS) including 6539 up regulated and 5383 down regulated genes (S1 File). This observation supports earlier studies conducted on model plant *Arabidopsis thaliana* [36] and wheat [37], suggesting that the number of up regulated genes is higher than the number of down regulated genes under cold and freeze stress. 

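The share of up regulated genes among the listed genes was 53.0% in CON vs CS (95% interval 51.4 to 54.6), 56.2% in CON vs FS (interval 54.7 to 57.8) and 55.3% in CS vs FS (interval 53.7 to 56.8). The share depended on the processing. Among genes with a log2 ratio of at least 2 in size it was 64.4%, 75.0% and 64.4% in the same order. With scaling by edgeR's TMM factors over the listed genes, chosen for these shares after the data were seen, it was 49.1%, 51.4% and 48.5%. All listed genes had been called, so that scaling lacks the mostly unchanged genes it assumes, and genes could be lost under it but not gained. From the higher number of up regulated genes, the paper proposes that more genes are up than down regulated under cold and freeze stress, as in earlier studies of Arabidopsis thaliana and wheat.

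**Figure D1:**
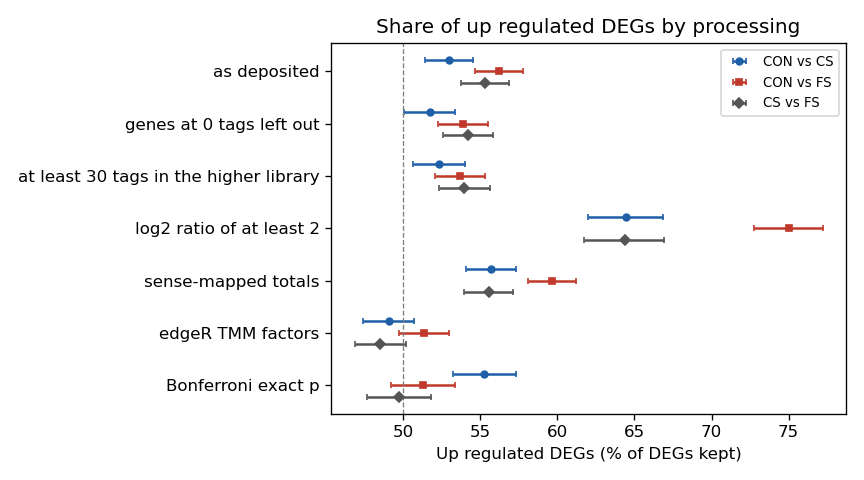
Share of up regulated genes among the genes kept under each processing, in percent on the horizontal axis, for the 3 comparisons, with points as shares, bars as exact 95% intervals and a dashed line at 50%. The shares as deposited were 53.0%, 56.2% and 55.3%, and those under edgeR's TMM factors were 49.1%, 51.4% and 48.5%.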

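In CON vs CS, leaving out the genes at 0 tags in 1 library gave a share of up regulated genes of 51.7% (95% interval 50.1 to 53.4), and 194 of the genes left out had risen. For CON vs FS the share without such genes was 53.9% (interval 52.3 to 55.5), and 267 of the genes left out had risen. With at least 30 tags in the higher library the shares were 52.3% in CON vs CS and 53.7% in CON vs FS. The down regulated genes made up 47.0% of those listed for CON vs CS and 43.8% of those listed for CON vs FS. Of 1450 genes listed in both comparisons, 1395 changed in the same direction, 96.2% (interval 95.1 to 97.1). Both comparisons used the same CON library, and simulated unchanged libraries gave a share of 97.3% at the higher coefficient of variation assumed.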

In the present study, 53% and 56% genes were found to be cold and freeze responsive, respectively whereas 47% and 44% genes showed down regulation in response to cold and freeze stress comparative to the control. Gene ontology (GO), an international standardized gene functional classification system, was used to assign the GO-term to DEGs in CON vs CS, CON vs FS and CS vs FS sets. GO-terms were assigned to all the three categories viz. molecular function, cellular component and biological function (Fig 3). GO functional analysis was also integrated with the clustering analysis of expression patterns. In the differentially expressed genes, metabolic, cellular, primary metabolic, cellular metabolic and macromolecule metabolic processes genes were found to be abundant. Moreover, approximately 28% and 15% of the differentially expressed genes were categorized as genes responsive to stimulus and stress, respectively (Fig 3C). This observation advocates in favour of the argument that expression of large number of genes may be altered in response to external stimulus such as cold and freeze stress.

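A GO process term was given for 1245 genes in the deposited table of CON vs CS, 1284 in that of CON vs FS and 1327 in that of CS vs FS. The terms were counted as named in the tables, without adding the broader terms that include them, and without a background of genes that had not been called. Among the genes with a term, protein modification process was named for 9.32%, 9.89% and 9.19% in the same order of comparisons, and metabolic process for 8.27%, 8.88% and 9.72%. Regulation of gene expression was named for 5.94%, 6.31% and 6.41%. Primary metabolic process was among the 6 terms named most often in CON vs CS (4.42%) and CS vs FS (3.47%), but not in CON vs FS.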

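A GO process term that names a response to a stimulus was carried by 299 of the genes with a term in CON vs CS, 24.0% (95% interval 21.7 to 26.5). For CON vs FS it was carried by 289 genes, 22.5% (interval 20.2 to 24.9), and in CS vs FS by 288 genes, 21.7% (interval 19.5 to 24.0). A term for a response to stress was named for 168 genes in CON vs CS (13.5%, interval 11.6 to 15.5), 165 genes in CON vs FS (12.9%, interval 11.1 to 14.8) and 161 genes in CS vs FS (12.1%, interval 10.4 to 14.0). The intervals of the 3 comparisons overlapped for both kinds of term. Over all listed genes, with or without a term, the share for stimulus was 7.72%, 7.13% and 7.20%. From the shares of genes responsive to stimulus and stress in Fig 3C, the paper proposes that the expression of many genes may be altered in response to external stimuli such as cold and freeze stress.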

**Fig 2:**
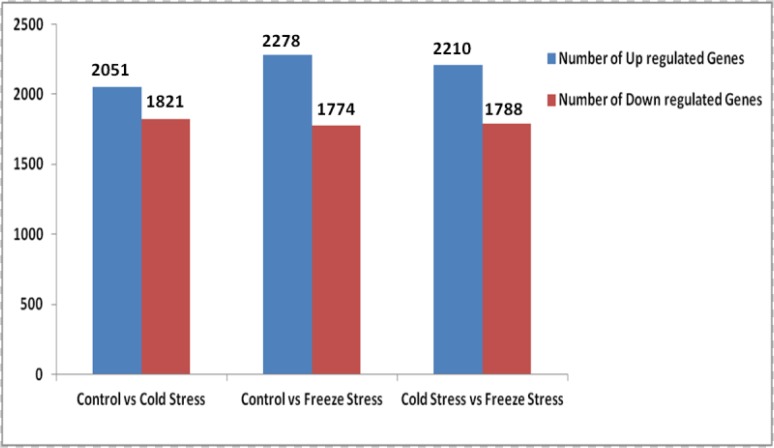
Differentially expressed genes between control (CON, treatment 28°C, 6 hr), cold stress (CS, treatment 4°C, 6 hr) and freeze stress (FS, treatment -10°C, 6 hr) libraries.

**Fig 3:**
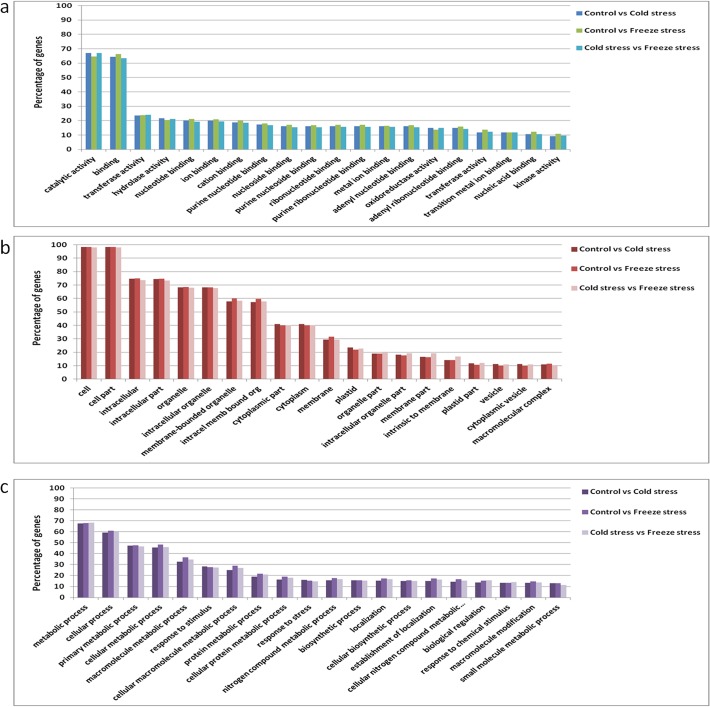
Gene Ontology terms assigned to seabuckthorn DEGs, using BLAST2GO in different categories of molecular function (a), cellular component (b) and biological process (c).

### KEGG Pathway Analysis of DEGs

Pathway enrichment analysis was performed considering the notion that different genes cooperate with each other to exercise their biological functions. KEGG pathway related database was used to identify significantly enriched metabolic and signal transduction pathways involving DEGs considering whole genome in the background. In *H*. *rhamnoides*, during cold stress, photosynthetic, carotenoid biosynthesis, and plant hormone signal transduction pathways were found to be the most significantly enriched pathways, whereas during freeze stress, photosynthetic pathway was followed by plant hormone signal transduction and vitamin B6 metabolism pathways in enrichment analysis. Therefore, our results are in agreement with the earlier studies in Arabidopsis [38], barley [39] and wheat [37], proposing that photosynthesis pathway and light play an important role in early response to cold and freezing temperatures. 

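Families were found by keywords in the best-hit descriptions. Only called genes are listed, so no enrichment was computed here, and the numbers give directions. In CON vs CS, 19 genes named for a photosystem were listed, 14 up and 5 down. Their median log2 ratio in the authors' deposited table was 3.25, and 95% of 10000 random lists matched on mean TPM had a median between -1.37 and 1.92. With genes at 0 tags put at the limit of 3 tags the family's median was 2.95. There were 17 such genes in CON vs FS, 14 up and 3 down, with a median in the authors' deposited table of 2.97 (2.86 with the limit) and random lists between -1.39 and 1.80. Best hits with an E-value of at most 1e-20 alone gave 86.7% of the photosystem genes of CON vs CS as up regulated, against 73.7% of all of them. Auxin genes, the part of hormone signal transduction searched for, went 6 up and 6 down in CON vs CS and 11 up and 4 down in CON vs FS. The median of the latter in the authors' deposited table was 2.39 (2.28 with the limit), inside the range of the random lists, -1.21 to 2.50. The largest change among auxin genes with at least 10 tags in the lower library was in Unigene44031_All in CON vs CS, an indole-3-acetic acid-amido synthetase by its best hit, from 27 to 212 tags, a log2 ratio of 2.92 (95% interval 2.34 to 3.55). The same was true in CON vs FS of Unigene24737_All, an auxin influx transport protein by its best hit, from 63 to 343 tags, a log2 ratio of 2.40 (interval 2.01 to 2.81), and in CS vs FS, where 8 auxin genes rose and 5 fell, of the same gene, which had 47 tags in CS, a log2 ratio of 2.88 (interval 2.44 to 3.35). Both vitamin B6 genes of CON vs FS fell. Unigene47947_All, a pyridoxin biosynthesis protein PDX1 by its best hit, went from 498 to 144 tags, a log2 ratio of -1.83 (interval -2.11 to -1.56), and Unigene30764_All, named after its values were seen, from 2094 to 799 tags. In CON vs CS the latter fell to 731 tags, and Unigene13335_All, similar to PDX1 by its best hit, rose from 27 to 89 tags, a log2 ratio of 1.67 (interval 1.03 to 2.35). Its best hit had an E-value above 1e-20. Between CS and FS, Unigene34060_All, a pyridoxine biosynthesis protein by its best hit, rose from 12 to 45 tags, a log2 ratio of 1.92 (interval 0.98 to 2.97), and Unigene47947_All fell from 301 tags in CS.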

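The directions of the photosystem genes in CON vs CS followed a keyword list of chloroplast-encoded genes, which was written after strong rises had been seen. All 14 that rose are in that list. Of the 5 that fell, 4 are not in it, and the fifth, photosystem I reaction center subunit III (Unigene115689_All, 744 tags in CON and 378 in CS), entered it by a keyword although its best hit is named a chloroplast precursor. Among the rises were photosystem I P700 apoprotein A1 (Unigene186_All, 12 tags in CON and 517 in CS) and photosystem II protein D2 (Unigene115773_All, 23 and 232 tags). A further gene with the photosystem II protein D1 as best hit, Unigene10610_All, went from 58 to 2157 tags. The other falls were in a photosystem II 5 kDa protein (Unigene81730_All, 1918 and 481 tags), a photosystem II 22 kDa protein (Unigene15131_All, 1041 and 382 tags) and 2 genes for photosystem I subunit PsaD (Unigene107233_All, 3020 and 1479 tags, and Unigene27197_All, 134 and 56 tags). These genes were named after their values were seen. As several genes share the best hits D1, D2 and A2, the matching of tags in the reference could divide the tags of near-identical copies among them. Light-harvesting genes went 1 up and 3 down. Unigene96011_All, a chlorophyll A/B binding protein by its best hit, rose from 49 to 435 tags, a log2 ratio of 3.10 (95% interval 2.67 to 3.55). The falls, named after their values were seen, were in Unigene48572_All (22282 and 8634 tags), Unigene113799_All (21499 and 7549 tags) and Unigene114158_All (175 and 50 tags). The single light-harvesting gene listed in CON vs FS, Unigene116240_All, fell from 697 to 327 tags, a log2 ratio of -1.13 (interval -1.33 to -0.94). The 3 photosystem genes that fell from CON to FS were Unigene107233_All (to 762 tags), Unigene115689_All (to 245 tags) and Unigene15131_All (to 519 tags).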

Further information from KEGG database indicated that both photosystems I and II (PSI and PSII) are very much influenced by cold stress. These processes transfer electrons to oxygen to form reactive oxygen species (ROS). Enrichment of carotenoid biosynthesis pathway suggested a role of carotenoids in the regulation of ABA synthesis, which might be involved in stress tolerance. 

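Among the genes listed for CON vs CS, 4 were named for carotenoid synthesis, 2 up and 2 down. Unigene5692_All, with a lycopene epsilon cyclase as best hit, fell from 427 tags in CON to 140 in CS, a log2 ratio of -1.66 (95% interval -1.95 to -1.38, exact binomial test, p = 4.08e-37). A phytoene synthase gene (Unigene22752_All) went from 83 to 31 tags. Zeaxanthin epoxidase (Unigene2750_All) rose from 891 to 2855 tags and zeta-carotene desaturase (Unigene51440_All) from 176 to 528 tags. These 3 genes were named after their values in this comparison were seen. From CON to FS, 4 genes with carotenoid names rose and 1 fell, of which 1 risen and the fallen one are not synthesis genes by best hit. The largest change there with at least 10 tags in the lower library was that of Unigene7973_All, a phytoene dehydrogenase by its best hit, from 26 to 165 tags, a log2 ratio of 2.62 (interval 2.02 to 3.28). The other rises were in Unigene51440_All (to 366 tags), Unigene28299_All, a zeaxanthin epoxidase by its best hit (6 to 30 tags), and Unigene36433_All, a chromoplast-specific carotenoid-associated protein (7 to 36 tags). The 1 that fell, Unigene5320_All, a carotenoid cleavage dioxygenase by its best hit, had 15 tags in CON, 13 in CS and 0 in FS, and these genes too were named after their values were seen. In CS vs FS, 3 rose and 2 fell, with the largest change at the same minimum of tags in Unigene22752_All, which reached 165 tags, a log2 ratio of 2.42 (interval 1.86 to 3.03). Unigene5692_All (to 439 tags) and Unigene7973_All (from 41 tags in CS) rose as well, while Unigene2750_All (to 944 tags) and Unigene5320_All fell. The family's median log2 ratio lay inside the range of random lists matched on mean TPM in each of the 3 comparisons.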

Involvement of various vitamin B6 forms in abiotic stresses such as salt tolerance is well known, however, establishment of their role in cold tolerance still lacks concrete experimental evidences. In comparison to cold stress, flavonoid biosynthesis pathway was observed as most significantly enriched pathway followed by photosynthesis pathway during freeze stress. 

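In CS vs FS, 12 genes with names of flavonoid synthesis or modification were listed, 7 up and 5 down in FS. Their median log2 ratio in the authors' deposited table was 1.61, inside the range of 95% of the random lists matched on mean TPM, -1.37 to 1.65. The largest change among those with at least 10 tags in the lower library was that of the flavonol synthase gene Unigene75620_All (exact binomial test, p = 1.72e-87). A chalcone synthase gene (Unigene27862_All) had 943 tags in CON, 57 in CS and 239 in FS. From CON to FS this gene fell by 2.02 on the log2 scale (95% interval -2.23 to -1.82), the largest change of the family there with at least 10 tags in the lower library. Flavonoid 3-hydroxylase (Unigene32455_All), named after its values were seen, had 1293 tags in CON, 521 in CS and 1463 in FS. In CON vs CS, 4 flavonoid genes rose and 6 fell, and in CON vs FS 3 rose and 4 fell. Others, named after their values were seen, were higher in CS than in both other libraries, a flavonol synthase (Unigene16338_All, 86 tags in CON, 296 in CS and 127 in FS), an anthocyanin acyltransferase (Unigene44003_All, 26, 179 and 79 tags) and a leucoanthocyanidin reductase (Unigene45768_All, 15, 64 and 19 tags). The fourth that rose in CS was the glucosyltransferase gene Unigene12065_All (88 to 349 tags), which with Unigene44003_All and the flavonol synthase gene Unigene26352_All (49 to 117 tags) made up the rises in FS. Besides Unigene27862_All, those fallen from CON to FS were Unigene17948_All (459 to 193 tags), Unigene35988_All (173 to 86) and Unigene24150_All (32 to 7). From CS to FS Unigene35988_All (from 230 tags) and Unigene42199_All (630 to 310) fell along with Unigene16338_All, Unigene44003_All and Unigene45768_All. Among photosystem genes, 4 rose and 1 fell in CS vs FS. The largest change was in Unigene81730_All, a photosystem II 5 kDa protein by its best hit, which reached 1577 tags in FS, a log2 ratio of 1.73 (interval 1.58 to 1.88). Named after their values were seen, an oxygen-evolving enhancer protein 2 (Unigene48964_All, 6488 to 17016 tags), cytochrome b559 psbE (Unigene108109_All, 1219 to 2728 tags) and a photosystem II CP47 apoprotein (Unigene22434_All, 70 to 215 tags) rose too, and the D1 gene Unigene10610_All fell to 919 tags. Light-harvesting genes went 3 up and 2 down, with the largest change in Unigene96011_All, which had 56 tags in FS, a log2 ratio of -2.95 (interval -3.37 to -2.54). Unigene113799_All (to 19779 tags), Unigene116095_All (412 to 840 tags) and Unigene114158_All (to 101 tags) rose, and Unigene116240_All fell from 725 tags in CS.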

Earlier, Hannah et al. [40] have reported that genes encoding enzymes of flavonoid biosynthesis were up regulated in response to freezing tolerance in Arabidopsis. MYB transcription factors regulate the flavonoid metabolism to produce anthocyanin pigment 1 and 2 (PAP1 and PAP2). PAP1 and PAP2 transcription factors further positively associate with acclimated freezing tolerance.

The genes showing differential expression were further mapped back to our existing seabuckthorn transcriptome assembly of 88297 putative unigenes generated using next generation illumina sequencing [18]. In all, 428 genes were found to be responsive during various cold and freeze stresses in seabuckthorn (S2 File). The 22 differentially expressed genes found in seabuckthorn transcriptome were randomly selected for validation of their expression through qRT-PCR.

### Validation of Cold and Freeze Responsive Genes by qRT-PCR

To validate the differential expression of identified genes, qRT-PCR analysis was performed using total RNA isolated from the leaves of seabuckthorn plantelets subjected to cold and freeze stress for three different time-courses (2 hr, 4 hr and 6 hr). All the 22 genes used in the study with their corresponding primer sequences are listed in additional information S1 Table. Actin was used as endogenous control as its expression is reported to remain consistent under various abiotic stress conditions [41, 16]. The expression of all the genes was determined by relative quantification using 2^-ΔΔCT^ method [42]. The qRT-PCR results (Fig 4) showed conformity with the results of DeepSAGE (Table 2), suggesting DeepSAGE to be a powerful, efficient and reliable tool for global gene expression profiling in plants under various environmental stresse conditions. Furthermore, out of 22 genes selected for validation through qRT-PCR, 16 genes showed a significant up regulation and 6 genes showed down regulation in response to cold stress (Fig 4A). 

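Table 2 has 40 entries for 22 genes. An entry was matched to a gene in the deposited table of its comparison where both TPM values were equal within 0.005 and the best hit bore the gene's name, a rule fixed with the paper's values already seen. This held for 1 entry, protein phosphatase 2c in CON vs CS. Unigene13819_All, the gene so matched, had 0 tags in CON and 17 in CS, at least 5.46-fold higher (exact binomial test, p = 2.10e-05). For 18 entries a gene with both TPM values was listed, whatever its name. In the tag tables, searched after most entries had not been matched, 39 entries had a tag with both TPM values, and 12 of them exactly 1 tag. Of these 12 entries, 5 had a tag that matched no gene, 4 a tag that matched a gene in the sense direction and 3 a tag that matched in the antisense direction. The MAP2K entry of CON vs CS was matched by the tag CATGTGATTTTATCTTGCAGT, with 14 tags in CON and 82 in CS (exact binomial test, p = 2.58e-12). The ADC entry of CON vs FS was matched by the antisense tag CATGGGTATGAAAGTCATTAT, with 8 tags in CON and 81 in FS (exact binomial test, p = 7.27e-16). Both SIP2 entries were matched by the tag CATGCTGTTCATATGGACCTT, with 57 tags in CON, 216 in CS and 28 in FS. In 18 of the 40 entries 1 library had 0 tags, so the log2 ratio there rests on the 0.01 TPM put in its place. The qRT-PCR values were not analysed here.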

In freeze stress, the number of up regulated genes was found to be 12 and down regulated genes was 10 (Fig 4B).

**Fig 4:**
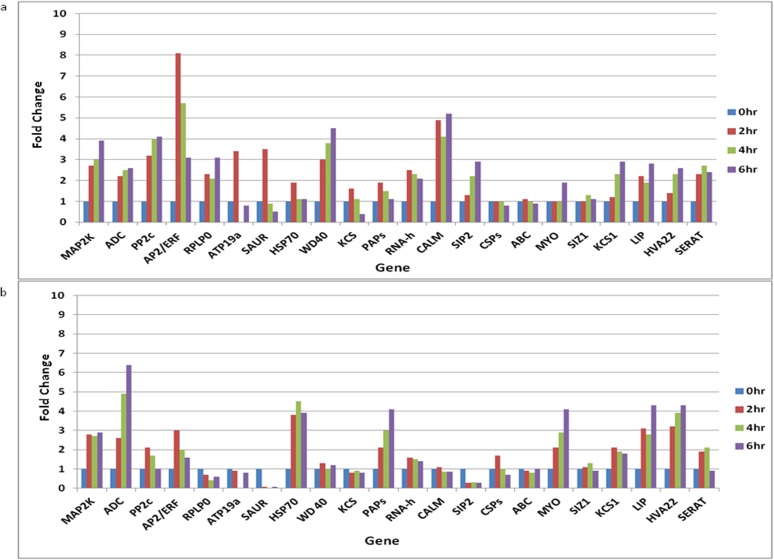
qRT-PCR validation of 22 differentially expressed genes during cold and freeze stress: a. Cold stress (4°C), b. Freeze stress (-10°C). Mitogen-activated protein kinase (*MAP2K*), arginine decarboxylase (*ADC)*, protein phosphatase 2c (*PP2c*), AP2/ERF domain-containing transcription factor (*AP2/ERF*), 60s acidic ribosomal protein p0 (*RPLP0*), peroxidase ATP 19a (*ATP19a*), SAUR family protein (*SAUR*), Heat shock protein 70 (*HSP70*), WD-40 repeat family protein (*WD40)*, Beta-ketoacyl-CoA synthase (*KCS*), plastid-lipid-associated proteins (*PAPs*), RNA helicase (*RNA-h*), calmodulin-related protein (*CALM*), galactinol—sucrose galactosyltransferase 6 (*SIP2*), cold shock protein-1 (*CSP1*), ATP binding (*ABC*), myosin (*MYO*), e3 sumo-protein ligase siz1 (*SIZ1*), 3-ketoacyl- synthase 1 (*KCS1*), low temprature induced-like protein (*LIP*), HVA 22 E protein (*HVA22*), serine acetyl transferase (*SERAT*).

**Table 2:** Differential expression of selected genes in response to cold (4°C, 6 hr) and freeze (-10°C, 6 hr) stress with control (28°C, 6 hr).

****Gene****	****Annotation****	****Treatment****	****Changes in Transcripts Per Million****	****Log2ratio/ Fold Change****	**Up/Down-Regulation**
*MAP2K*	Mitogen-activated protein kinase kinase	Control vs Cold	1.21 to 6.83	2.5	++
		Control vs Freeze	1.21 to 8.31	2.8	++
*ADC*	Arginine decarboxylase	Control vs Freeze	0.69 to 6.8	3.3	++
*PP2c*	Protein phosphatase 2c	Control vs Cold	0.01 to 1.42	7.1	+++
		Cold vs Freeze	79.52 to 27.54	-1.5	-
		Control vs Freeze	0.52 to 2.86	2.5	++
*AP2/ERF*	AP2 ERF domain-containing transcription factor	Control vs Cold	0.01 to 1.33	7.1	+++
*RPLP0*	60s acidic ribosomal protein p0	Control vs Cold	0.01 to 8.33	9.7	++++
		Control vs Freeze	8.33 to 0.01	-9.7	——
		Control vs Freeze	85.85 to 188.77	1.1	+
*ATP19a*	Peroxidase ATP 19a	Controlvs Cold	2.16 to 0.01	-7.8	——
		Control vs Freeze	4.76 to 1.01	-2.2	-
		Cold vs Freeze	3.75 to 1.09	-1.8	-
*SAUR*	SAUR family protein	Control vs Cold	4.93 to 0.92	-2.4	-
		Control vs Freeze	4.93 to 0.76	-2.7	—
*HSP70*	Heat shock protein 70	Cold vs Freeze	0.01 to 1.68	7.4	+++
		Control vs Freeze	0.01 to 1.68	7.4	+++
*WD40*	WD-40 repeat family protein	Control vs Cold	0.01 to 1.5	7.2	+++
*KCS*	Beta-ketoacyl-CoA synthase	Control vs Cold	4.15 to 0.5	-3.1	—-
		Control vs Freeze	4.15 to 0.25	-4.1	—-
*PAP*	Plastid-lipid-associated protein	Control vs Freeze	0.01 to 1.6	7.3	+++
*RNA-h*	RNA helicase	Control vs Cold	0.01 to 1.58	7.3	+++
*CALM*	Calmodulin-related protein	Control vs Cold	0.01 to 3.41	8.4	++++
		Cold vs Freeze	26.98 to 6.3	-2.1	-
*SIP2*	Galactinol—sucrose galactosyltransferase 6	Control vs Cold	4.93 to 17.98	1.9	+
		Cold vs Freeze	17.98 to 2.35	-3	—
*CSPs*	Cold shock protein-1	Control vs Cold	2.07 to 0.25	-3	—
		Cold vs Freeze	8.16 to3.86	-1.1	-
		Control vs Freeze	3.11 to 0.01	-8.3	——
*ABC*	ATP binding	Control vs Cold	1.73 to 0.01	-7.4	—-
*MYO*	Myosin	Control vs Freeze	0.01 to 2.02	-7.7	——
*SIZ1*	e3 sumo-protein ligase siz1	Control vs Freeze	1.21 to 0.01	-6.9	—-
*KCS1*	3-ketoacyl- synthase 1	Control vs Cold	1.04 to 16.57	4	++
		Control vs Freeze	1.04 to 5.88	2.5	++
*LIP*	Low temprature induced-like protein	Control vs Freeze	0.01 to 1.6	7.3	+++
		Control vs Freeze	4.58 to 11.25	1.3	+
*HVA22*	HVA 22 E protein	Control vs Freeze	0.01 to1.93	7.5	++++
		Control vs Freeze	0.86 to 4.45	2.3	+
*SERAT*	Serine acetyl transferase	Control vs Cold	0.01 to 1.25	7	+++
		Cold vs Freeze	45.13 to 2.27	-4.3	—

“+” sign indicates the intensity of up regulation whereas “-” indicates the intensity of down regulation of differentially expressed genes.

### Expression of Cold and Freeze Responsive Genes

According to the study by Thomashow [5] on plant cold acclimation, many cold responsive genes in plants encode various signal transduction and regulatory proteins such as mitogen activated protein kinase kinase (MAPK kinase) and calmodulin-related proteins. These proteins enhance the freezing tolerance by controlling the expression of genes and regulating the activity of proteins involved in freezing tolerance in plants. Also, genes encoding chaperons like hsp70 contribute to freezing tolerance by stabilizing proteins against freeze induced denaturation. In *H*. *rhamnoides*, genes encoding MAPK kinase, calmodulin-related proteins and heat shock proteins were differentially expressed when plants were subjected to cold and freeze stress. 

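By best-hit names, no MAPK kinase gene was listed in any of the 3 comparisons. The keywords found 1 gene, Unigene11718_All in CON vs FS, a MAPK kinase kinase by its best hit, which had 0 tags in CON and 17 in FS (exact binomial test, p = 1.95e-05). Of genes with calmodulin in the name of the best hit, 3 were listed in CON vs CS, and all fell, Unigene17625_All from 764 to 192 tags, Unigene22802_All from 255 to 103 and Unigene35111_All from 110 to 54. All are calmodulin binding proteins by their best hits. From CON to FS, 2 rose, Unigene35111_All to 587 tags and Unigene65545_All from 14 to 83, and 2 fell, Unigene17625_All to 194 tags and Unigene21642_All from 232 to 86. In CS vs FS, 3 rose, Unigene3241_All from 0 to 16 tags, Unigene65545_All from 20 and Unigene35111_All, and Unigene21642_All fell from 232 tags in CS. Their median log2 ratio in the authors' deposited table of CS vs FS was 2.76, or 2.25 with the gene at 0 tags put at 3 tags, and 95% of the random lists had a median between -1.90 and 2.32. Heat shock genes went 17 up and 1 down in CON vs CS, 6 up and 3 down in CON vs FS and 2 up and 12 down in CS vs FS. Their median log2 ratio in the authors' deposited table of CON vs CS was 2.13, above the range of 95% of the random lists matched on mean TPM, -1.47 to 1.72. The 1 that fell was Unigene24222_All, from 56 to 19 tags. In CS vs FS the median in the authors' deposited table was -1.55, with random lists between -1.47 and 1.67, and the 2 that rose were Unigene3494_All, from 38 to 121 tags, and Unigene24687_All, from 0 to 13. Unigene114100_All, a heat shock 70 kDa protein by its best hit, had 48 tags in CON, 288 in CS and 200 in FS. The genes were named after their values were seen.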

Genes encoding signal transduction proteins (MAPK kinases) and regulatory proteins (calmodulin-related proteins) showed more than two fold increase in their expression during early response to cold stress. Furthermore, the MAPK kinase activity showed up regulation in response to freeze stress as the time period progresses whereas expression of genes for calmodulin related proteins got inhibited during freeze stress. The heat shock protein (hsp70) gene expression showed a mild increase in response to cold stress comparative to a 3–4 fold increase during freeze stress suggesting its role in mediating freezing tolerance in seabuckthorn.

In the present study, there was a marked increase in the expression of genes encoding various enzymes such as arginine decarboxylase, protein phosphates, serine acetyl transferase, ketoacyl synthase 1 and RNA helicase under cold as well as freeze stress. These enzymes play significant roles in the biosynthesis and metabolism of important compounds, which further regulate the cold and freeze tolerance in plants. For example, arginine decarboxylase (ADC) participates in the biosynthesis of polyamines that increase the abiotic stress tolerance especially cold tolerance in plants [43]. 

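Arginine decarboxylase genes were listed in CON vs FS alone, where both rose, Unigene24040_All from 4 to 26 tags (exact binomial test, p = 8.21e-05) and Unigene29828_All from 15 to 54 tags (exact binomial test, p = 4.63e-06). Protein phosphatase 2C genes went 7 up and 1 down in CON vs CS, 8 up and 0 down in CON vs FS and 3 up and 1 down in CS vs FS. Unigene22401_All, which belongs to them, had 24 tags in CON, 216 in CS and 243 in FS. The 1 that fell in CON vs CS was Unigene32515_All, with 53 tags in CON, 19 in CS and 52 in FS. Between CS and FS it rose, as did Unigene49072_All (6 to 36 tags) and Unigene42850_All (2 to 25 tags), and Unigene50859_All fell from 1015 to 388 tags. Serine acetyltransferase genes went 2 up and 0 down in both comparisons with CON. Unigene19719_All had 44 tags in CON, 164 in CS and 96 in FS, Unigene8618_All rose from 415 to 1024 tags in CS, and Unigene51661_All from 114 to 307 tags in FS. Genes with ketoacyl in the name of the best hit went 1 up and 2 down in both. The beta-ketoacyl-CoA synthase gene Unigene33015_All had 19 tags in CON, 52 in CS and 67 in FS, while Unigene18797_All, also named for beta-ketoacyl-CoA synthase, had 68, 23 and 20 tags and the reductase gene Unigene17664_All had 353, 172 and 102 tags. Helicase genes, ATP-dependent helicases by best hit and none of them named an RNA helicase, went 0 up and 2 down in CON vs CS, Unigene51587_All from 29 to 2 tags and Unigene14170_All from 130 to 59. Between CON and FS 1 helicase gene rose, Unigene18582_All from 171 to 352 tags. The median log2 ratios of these families in the comparisons with CON lay inside the 95% range of random lists matched on mean TPM. The genes were named after their values were seen.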

In *H*. *rhamnoides*, gene encoding ADC showed significant change of 2–3 fold increase in cold stress concurrent with a 6–7 fold change under freeze stress suggesting a pivotal role of polyamines metabolism in freeze stress tolerance. Also, protein phosphatase, ketoacyl synthase 1 and RNA helicase mediate cold and freeze tolerance in plants by negatively regulating ABA synthesis, metabolizing long chain fatty acids and regulating transcription factors [44–47]. However, gene encoding other forms of ketoacyl synthase i.e. beta-ketoacyl synthase showed down regulation in freezing conditions as well as on long exposure to cold stress, indicating variable roles of different members of the same gene family during abiotic stress. The other genes encoding enzymes such as peroxidase, galactinol-sucrose galactosyltransferase and sumo-protein ligase showed mild increase in the expression or down regulation in cold and freeze stress (Fig 4).

The role of AP2/ERF domain-containing transcription factors and their involvement in cold inducible gene expression is well understood in Arabidopsis [47]. The genes encoding these types of transcription factors were also found up regulated by 8 fold in early response to cold stress and 3 fold in response to freeze stress in our study. In Arabidopsis, WD40-repeat family proteins that repress expression of genes associated with abiotic stress tolerance through histone deacetylation have been identified and characterized [48]. Mutation in gene encoding HOS15, a member of WD-repeat family protein, provides acclimation and tolerance to cold stress in Arabidopsis through chromatin remodelling. In the present study, genes for WD-repeat family proteins were also found 4 fold up regulated on exposure to cold stress for 6 hr, suggesting their crucial role in cold acclimation in seabuckthorn. In response to cold stress, the genes encoding proteins such as plastid lipids associated proteins and myosin showed a marginal increase in the expression whereas genes for low temperature induced proteins and HAV 22E proteins showed more than 2 fold increase in their expression. Furthermore, these genes showed a high increase in the level of expression (2–4 folds) in response to freeze stress in our study (Fig 4). Lee et al. [49] in their study of cold responsive transcriptome of Arabidopsis observed that expression of many auxin related genes was down regulated in response to cold and majority of them belonged to SAUR family genes. It was further suggested that SAUR family gene transcripts are very unstable under cold stress, either because of reduced auxin level or decrease in their transcripts. A similar trend was observed in our study also as the genes for SAUR family proteins were down regulated on exposure of *H*. *rhamnoides* to cold and freeze temperatures. 

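A SAUR-like gene, Unigene50650_All, had 57 tags in CON, 4 in CS and 20 in FS (exact binomial test, p = 1.77e-13 for CS and p = 1.67e-05 for FS, both against CON). It was the only listed gene with SAUR in the name of its best hit in CON vs CS. A second gene, Unigene45747_All, was listed in CON vs FS and rose from 3 to 28 tags (exact binomial test, p = 6.69e-06). No SAUR gene was listed in CS vs FS. Both were named after their values were seen.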

The genes encoding proteins of nucleus proteome like 60s ribosomal protein showed an up to 3 fold increase in their expression under cold stress suggesting the importance of *de novo* protein synthesis under environmental stress. However, the expression of genes encoding ribosomal protein got inhibited under freeze stress. This may reflect the disruption of signalling pathways related to cold stress on long exposure to low temperature because of dehydration as suggested by Kim et al. [50] in soybean. Furthermore, gene for ATP binding protein, a member of membrane transport proteins, showed down regulation in response to cold and freeze stress in our study (Fig 4). An important observation in our study was the down regulation of cold shock protein genes under cold and freeze stress (Fig 4). Role of cold shock domain (CSD) protein under prolonged exposure to cold is well understood and characterized during cold acclimation in winter wheat (WCSP1), rice (OsCSP1) and Arabidopsis (AtCSP1) [51]. However, the genes for cold shock protein (CSP1) in seabuckthorn showed down regulation in response to cold and freeze stress. This observation suggested the need of further investigation of biological and cellular functions of cold shock domain proteins in plants including seabuckthorn.

## Conclusions

Seabuckthorn (*H*. *rhamnoides* L.) genome is expected to harbour genes which might confer resistance to various abiotic stresses specifically cold and freeze stress considering its adaptability to varying and extreme environments. DeepSAGE, a tag based profiling approach proved to be an efficient and powerful tool for the study of global gene expression in seabuckthorn providing a comprehensive view of genes differentially expressed during cold and freeze stress. DeepSAGE data of seabuckthorn provided useful resource and reference dataset for further functional genomics analysis in seabuckthorn and other important crops. The present study implicated a large number of genes with different biological functions expressing differentially in response to cold and freeze stress treatment. Isolation and further characterization of these genes will help researchers in understanding their role in cold and freeze tolerance in seabuckthorn and may provide important gene resources to be exploited for the development of stress tolerant crop plants in future.

## Supporting Information

S1 Fig Experimental pipeline of digital gene expression profiling (A), procedure of bioinformatics analysis for digital gene expression profiling (B). (PPT) Click here for additional data file.

S2 Fig Sequencing saturation analysis in three libraries representing control (A), cold stress (B) and freeze stress (C). (PPT) Click here for additional data file.

S3 Fig Correlation analysis between two parallel experimental setups. (A) Control vs Cold Stress (CON vs CS), (B) Control vs Freeze Stress (CON vs FS), (C) Cold Stress vs Freeze Stress (CS vs FS).
(PPT) Click here for additional data file.

S1 File The differentially expressed genes between control, cold stress and freeze stress treated plants. TPM: transcript per million tags. FDR: false discovery rate. We used “FDR≤0.001 and the absolute value of log2Ratio≥1” as the threshold to judge the significance of gene expression difference.
(XLS) Click here for additional data file.

S2 File List of 428 differentially expressed cold and freeze responsive genes identified from seabuckthorn transcriptome assembly. (XLS) Click here for additional data file.

S1 Table List of genes and primers used in qRT-PCR analysis. (DOC) Click here for additional data file.

# Supplementary material for: DeepSAGE Based Differential Gene Expression Analysis under Cold and Freeze Stress in Seabuckthorn (Hippophae rhamnoides L.)
**Source:** PLoS One. 2015 Mar 24;10(3):e0121982. doi: 10.1371/journal.pone.0121982
**Supplement:** S1 Fig

## Slide 1
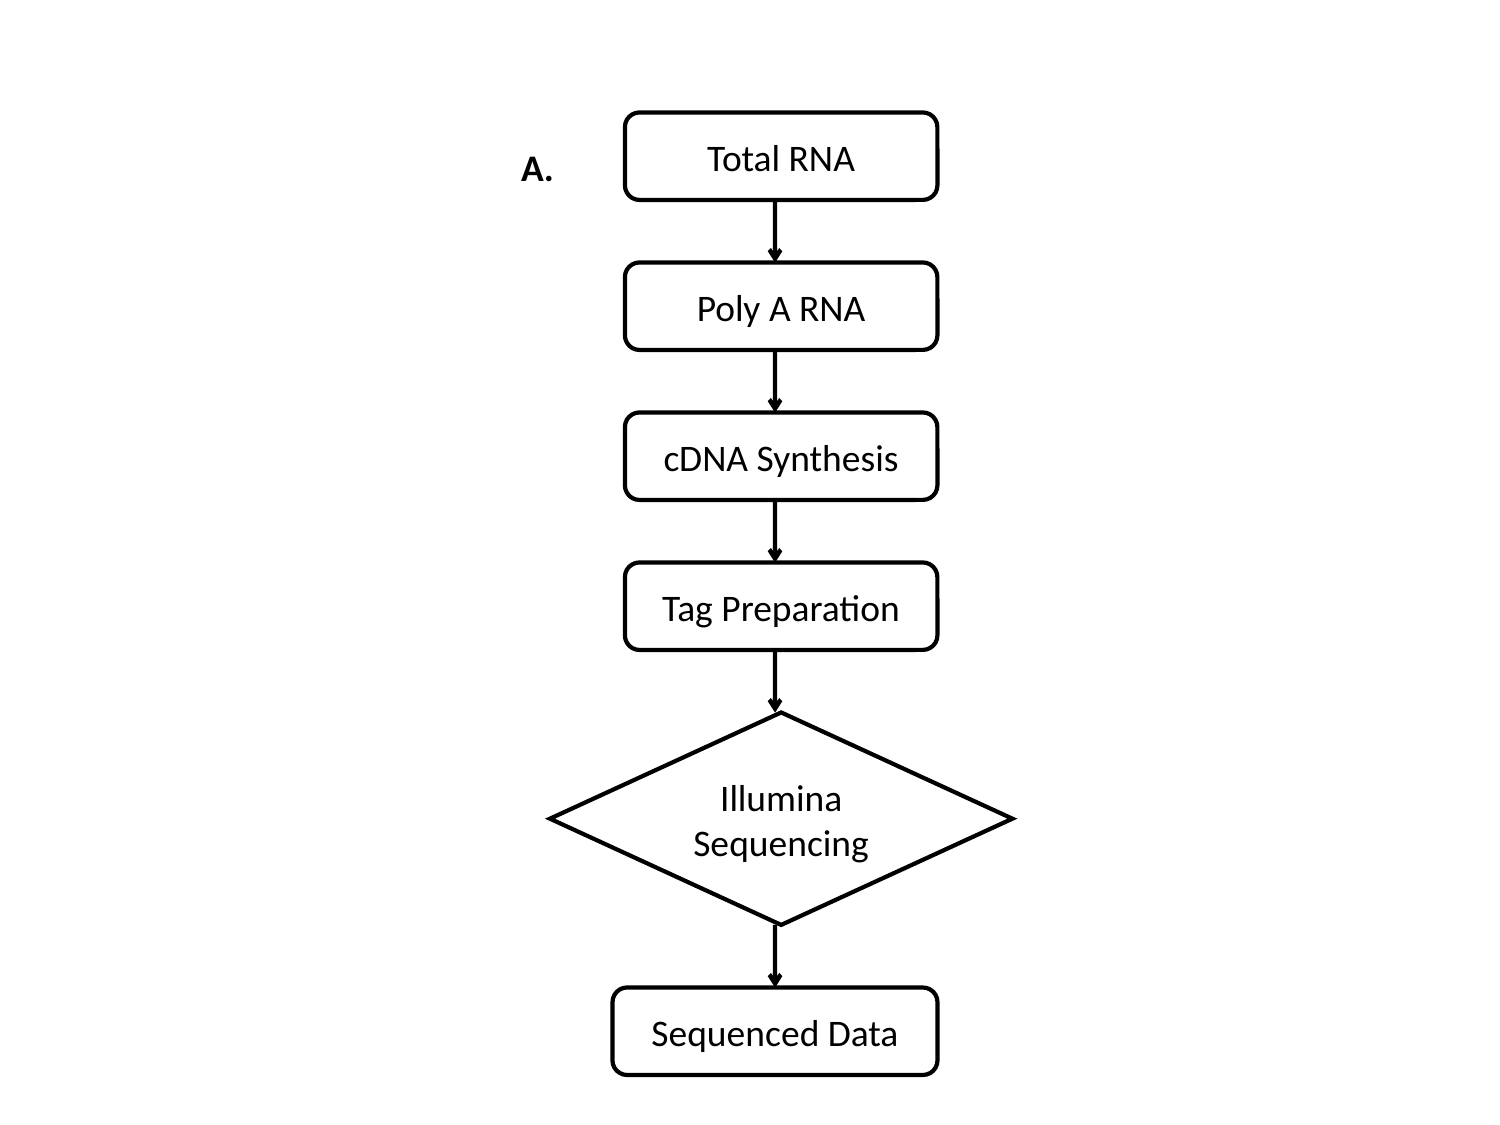

A.
Total RNA
Poly A RNA
cDNA Synthesis
Tag Preparation
Illumina Sequencing
Sequenced Data

## Slide 2
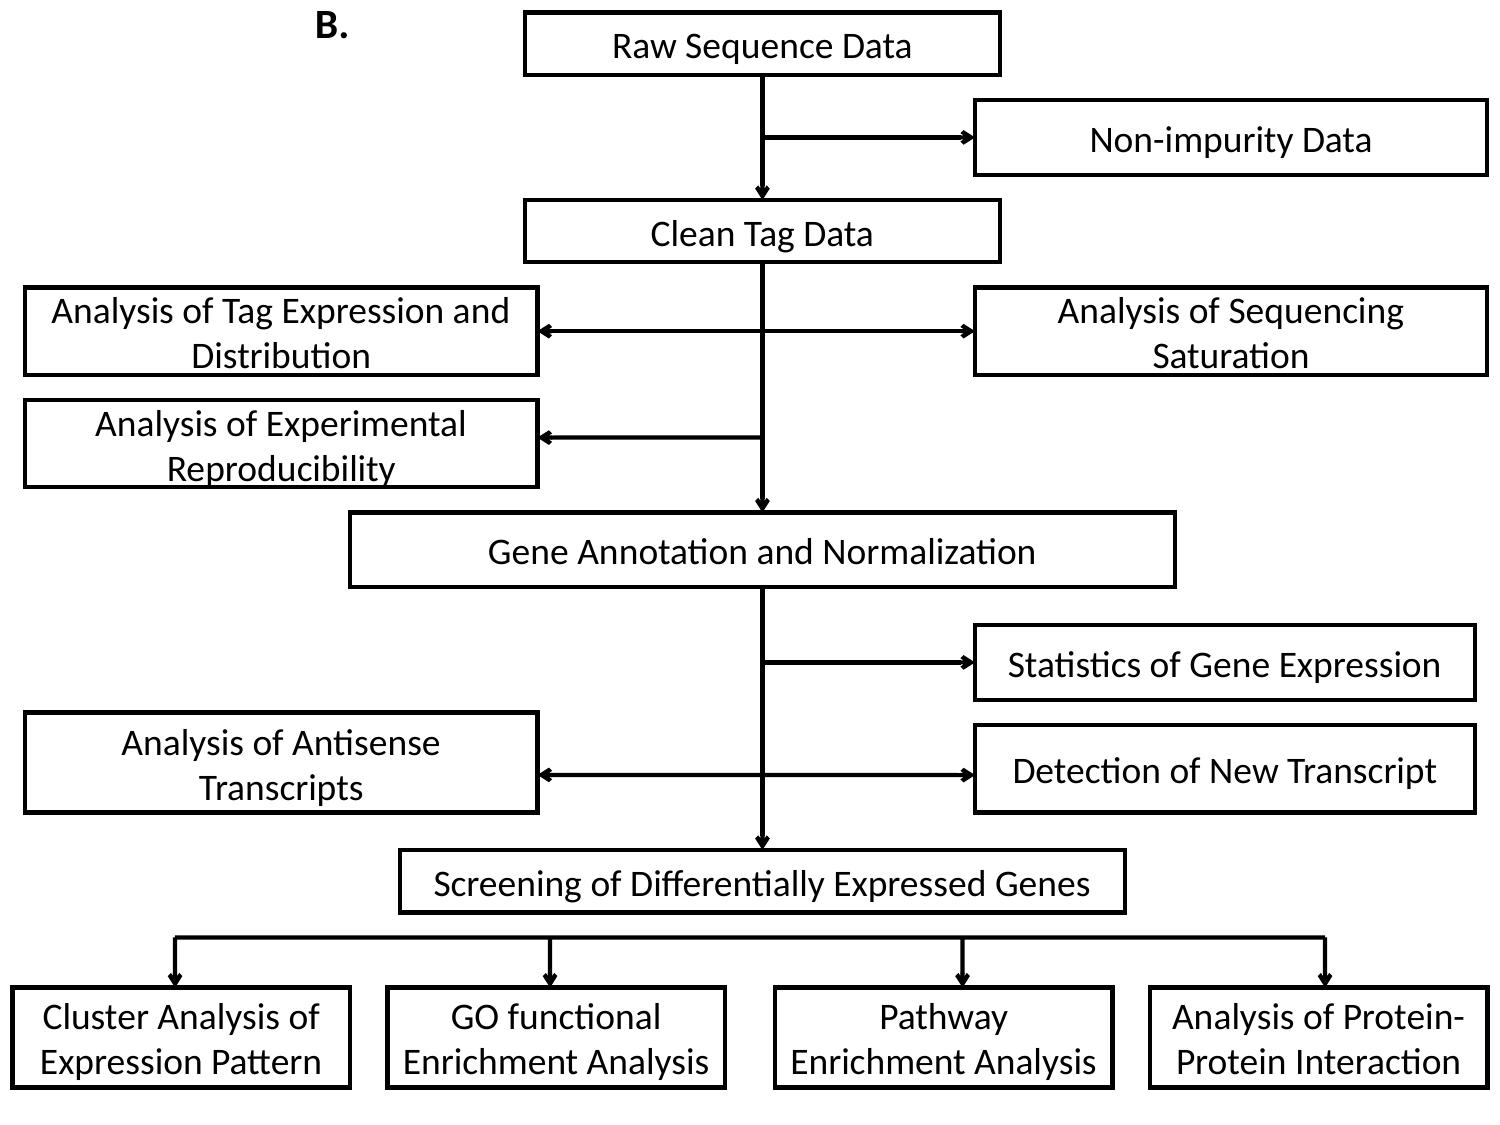

B.
Raw Sequence Data
Non-impurity Data
Clean Tag Data
Analysis of Tag Expression and Distribution
Analysis of Sequencing Saturation
Analysis of Experimental Reproducibility
Gene Annotation and Normalization
Statistics of Gene Expression
Analysis of Antisense Transcripts
Detection of New Transcript
Screening of Differentially Expressed Genes
Cluster Analysis of Expression Pattern
GO functional Enrichment Analysis
Pathway Enrichment Analysis
Analysis of Protein- Protein Interaction

# Supplementary material for: DeepSAGE Based Differential Gene Expression Analysis under Cold and Freeze Stress in Seabuckthorn (Hippophae rhamnoides L.)
**Source:** PLoS One. 2015 Mar 24;10(3):e0121982. doi: 10.1371/journal.pone.0121982
**Supplement:** S1 Table

| **Gene** | **Annotaion** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** | **Product Size (bp)** |
| --- | --- | --- | --- | --- |
| *MAP2K* | Mitogen-activated protein kinase kinase | GTGTGCCTTCTCGGAATGAT | ACCGGTCCAGTGATCCATAA | 147 |
| *ADC* | Arginine decarboxylase | GCTTATGAGGAGGCACTTGG | CATGGCTCGAGTAACTGCAA | 108 |
| *PP2c* | Protein phosphatase 2c | CCTTCGCAGCTTTCAACTTC | CTCATGGCTGATGTTGTTGG | 122 |
| *AP2 /ERF* | AP2/ERF domain-containing transcription factor | GTTGTTTCAGGGCAGAGAGC | CAGCTTCATCTTCACGACCTC | 121 |
| *RPLP0* | 60s acidic ribosomal protein p0 | GGGATGTTGAGAACCTGGAAG | CTGCCCGTGTTGGTTTAGTT | 102 |
| *ATP19a* | Peroxidase ATP19a | AAACATCCCACCTCCAACTG | ATTGTGTGAGCCCCAGAAAG | 105 |
| *SAUR* | SAUR family protein | GGGGGTCTGACAATTCCTTA | AACCCCACACATCTTCCTTC | 167 |
| *HSP70* | Heat shock protein 70 | GACAACAACCAACTCGCAGA | CCTGCACCCTGGTACATCTT | 101 |
| *WD40* | WD-40 repeat family protein | AACCGTGAAGCTATGGGATG | TGCCTTCATTCAGTGACCAG | 157 |
| *KCS* | Beta-ketoacyl- synthase | GGGAAACGACCACTCTATGC | GAGACACCCCAACTTTTCCA | 189 |
| *PAP* | Plastid-lipid-associated protein | TGGGGCTTCGTACTTCAAAC | ATTGTTGTCAAGGGGCACTC | 157 |
| *RNA-h* | RNA helicase | AAGCAACGGCAGACTCTTCT | AATGTGTCTCCACGCTACCC | 127 |
| *CALM* | Calmodulin-related protein | GCTCAGTGATTGTCGCAAGA | AGTTTCAAGCGCGAGACATC | 101 |
| *SIP2* | Galactinol--sucrose galactosyltransferase 6 | GCGTCTTTTTGGGTGAGTTC | AACATAGACAGGGCCACCAC | 113 |
| *CSP1* | Cold shock protein-1 | CGACCGGCTATAGGAGTTGA | ATCACAGGTGGAGGATACGG | 155 |
| *ABC* | ATP binding | ATCTCTGCCTCTTTCGGTGA | AGGCAGAGGTAGGGGATGAT | 124 |
| *MYO* | Myosin | GTGTCTTCAAGCACCCCAAT | GGAGGATGCTGCTTCTCAAG | 138 |
| *SIZ1* | e3 sumo-protein ligase siz1 | GGGCTACGGATTTAGCATCA | CAACCAATGTGCTGCCATAC | 187 |
| *KCS1* | 3-ketoacyl- synthase I | GGACCCAGAGTCGTGATGTT | CGAACCCATAAAGGAGCTGA | 146 |
| *LIP* | Low temprature induced-like protein | AGCCAACCCAACAAAGTCAG | GCAGGCCATGGAAGTTTAAG | 146 |
| *HVA 22* | HVA 22 E protein | CAGTGGCTTGCCTATTGGAT | GAACCAACCAAGCCACAAAC | 124 |
| *SERAT* | Serine acetyltransferase | CGGAGGAGTGGGATGAGATA | CCACCTCCCTCACTATCCAA | 161 |

**Table S1.**  List of genes and primers used in qRT-PCR expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

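Expression was measured by DeepSAGE in 3 leaf libraries of seabuckthorn plantlets, 1 each for CON, CS and FS, so the 3 comparisons between them have no replicates. The libraries were assigned to conditions by their labels and the paper. The authors removed adaptors, empty and low-quality reads, tags of wrong length and tags with fewer than 2 copies, and mapped the clean tags of 21 bases to reference sequences with at most 1 mismatch. The aligner's settings are not given in the sources used here. The deposited counts are clean tags per gene, with tags of several genes dropped, or clean tags per distinct tag. The deposited TPM values are these counts scaled by the authors to the clean tags of the library, with 0 tags written as 0.01. The deposited log2 ratios were made by the authors from the TPM values of both libraries. The deposited P-values and FDR come from the authors' test after Audic and Claverie, and only genes and tags past the threshold were listed. That threshold is an FDR of 0.01 in the methods and 0.001 in the legend of S1 File, and every listed gene and tag had an FDR below 0.001.

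From these files the listed genes and tags were counted by direction, and exact binomial tests, exact 95% intervals, overlaps and unions were computed. As no table of genes that were not called was used, no enrichment of GO terms or KEGG pathways was computed. Shared genes were set beside 20 simulated sets of unchanged libraries with an assumed biological coefficient of variation of 0.2 or 0.4. Directions of antisense tags, of tags that differ at 1 base and of genes with a common best hit were shuffled 1000 times. The median log2 ratio of a family was set beside 10000 random lists of the same size, each gene drawn from the 50 nearest in mean TPM. The exact test was tested on simulated data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and edgeR 4.0.16 were used, the last for TMM factors and for its exact test with an assumed coefficient of variation.

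Genes were named by a rule fixed in advance, with the values of the paper's Table 2 and of the part of S1 File that was read already seen. It takes genes matched to Table 2, the 2 largest rises and falls of each comparison with at least 10 tags in the lower library, and the largest change in each of 6 pathway families. Genes outside it are said to be named after their values were seen. The keyword lists of photosystem, light-harvesting, carotenoid, vitamin B6, flavonoid and auxin genes, of the 22 genes of Table 2, of 60S ribosomal proteins and of heat shock proteins were fixed in advance. The lists of morning and evening clock genes, dark-induced genes, small heat shock proteins and chloroplast-encoded genes were written afterwards. No genome was used, so positions of genes are not given, and names are those of best hits in other species. The tag classes of Fig 1, the saturation and correlation analyses, the contigs of S2 File and the qRT-PCR values were not analysed here.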

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

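The tests of GC content, of the size of the counts in 1-base pairs and of the chloroplast genes, and the list of chloroplast genes itself, were chosen only after the result was seen.

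Close to 50% of the differentially expressed tags matched no gene, 7474 in CON vs CS, 7328 in CON vs FS and 8135 in CS vs FS, numbers that the paper's text does not give. Table 1 gives a similar share of unknown tags among all distinct clean tags of each library. The share was thus not particular to differentially expressed tags. Over all differentially expressed tags, 134 tags of CON vs CS had a partner at 1 base that changed in the opposite direction, while shuffled directions gave 1054 to 1253. An excess, which sequence differences between the plants were predicted to give, was therefore absent, though the 134 tags themselves stay open. Sequencing errors of an abundant tag were predicted to give fewer opposite pairs than the shuffles, and the 73 found were below the smallest shuffled number, 601. Alleles or related genes that change together may give the same result. In pairs that changed in the same direction the smaller count had a median of 32.0% of the larger in CON vs CS, 36.7% in CON vs FS and 39.2% in CS vs FS, and 15.8%, 11.7% and 9.80% of the pairs lay under 5%, which argues against errors for most pairs. Errors and related sequences cannot be told apart for the rest without the reads. Parts of genes missing from the reference and sequence of other organisms were not tested.

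Tags higher in CS held more G and C than tags higher in CON, by 3.19 percentage points (standard error across tags 0.207), 4.35 among tags without a gene and 1.82 among tags with one. Bias of the CS library was predicted to show in both classes and in both comparisons with CS. Between FS and CS the difference, FS minus CS, was -4.61 among tags without a gene but -0.0750 among tags with one (standard error 0.264), which argues against such a bias of the CS library as the whole cause. Bias of the CON library would show in both classes and in both comparisons with CON. FS minus CON was 2.01 among tags with a gene (standard error 0.257) but 0.226 among tags without one (standard error 0.315), which argues against it as the whole cause in the same way. Within tags with a gene alone, a bias of CON stays open, as does a bias of CS within tags without one. The difference of CON vs CS in all tags had been looked at first. A change in which kinds of transcript were present in CS stays open and was not tested.

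By best-hit names, 37 chloroplast-encoded genes were higher in CS than in CON and 45 were higher in FS than in CON, against 6 and 4 that were lower, and 13 were higher and 2 lower in FS than in CS. The paper does not discuss chloroplast transcripts as a group. The median log2 ratio in the authors' deposited table was 3.29 for CS and 3.73 for FS (2.98 and 3.13 with genes at 0 tags put at 3 tags), and 95% of random lists matched on mean TPM reached at most 1.64 and 1.60. For FS against CS the median in the authors' deposited table was 1.52, and the random lists reached at most 1.40. Of 55 member genes, 2 have best hits named as a precursor or a 40S protein, so they are not chloroplast-encoded by that name. A candidate explanation is more chloroplast RNA carried through the poly(A) selection by 1 common factor, under which abundant members would rise too. Of members with a mean of at least 100 tags over both libraries, these 2 best hits left out, 12 rose and 5 fell in CON vs CS, and 15 rose and 3 fell in CON vs FS. The members with at least 100 CON tags had been looked at first, a choice that favours falls, and 5 of 6 fell in CON vs CS, while Unigene16_All rose from 110 to 415 tags and to 1505 in FS. The fallen ones, named after their values were seen, were Unigene104713_All (595 to 213 tags) and 4 with the best hit RF1, Unigene40690_All (787 to 218), Unigene9482_All (365 to 112), Unigene34706_All (291 to 105) and Unigene109869_All (603 to 266), which may be fragments of a single gene. Those fallen in CON vs FS were Unigene40690_All, Unigene9482_All and Unigene34706_All. A gene with the best hit Ycf1, Unigene13699_All, rose from 5 to 110 tags in CS and 135 in FS. A sixth fall in CON vs CS was counted before the precursor was left out. The falls rest on few best hits and decide little. A factor equal for all transcripts would also give the risen members 1 ratio, but log2 ratios of abundant risen members without a 0 ran from 1.85 (Unigene43786_All, 97 to 363 tags) to 6.62 (Unigene75203_All, 29 to 2963) in CON vs CS. Whichever common ratio is taken, the exact 95% interval of at least 8 of the 12 leaves it out, and in CON vs FS that of at least 8 of the 15. From CS to FS the D1 gene Unigene10610_All fell from 2157 to 919 tags while Unigene16_All rose. The spread of ratios against CON argues against 1 common factor as the whole cause of those rises, as far as counting error goes. Among 6 abundant members that rose from CS to FS, log2 ratios ran from 1.05 to 1.87. Whichever common ratio is taken there, the interval of at least 2 leaves it out. That spread decides little for the rises from CS to FS. Carry-through that differed between transcripts stays open and was not tested. With 1 library per condition, a difference between single libraries and an effect of the stress on chloroplast transcripts cannot be told apart. Genomic DNA and changes in polyadenylation of chloroplast RNA were not tested.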

How the results depend on the processing

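The alternatives were listed before the data were examined, apart from TMM factors, Bonferroni limit and edgeR's exact test for the shares of up regulated genes, the term response to stress alone, the tag tables for Table 2, and the sense-mapped totals for single genes, which were chosen only after the result was seen. Of the main results under these alternatives, 59 stayed within their interval or, for counts, within 1.5 times, 48 moved and 4 reversed. Sense-mapped totals shift the log2 ratios of a comparison alike, apart from rounding and genes at 0 tags, by 0.0480 in CON vs CS, 0.0585 in CON vs FS and 0.0106 in CS vs FS. No paired analysis was possible because each condition had 1 library.

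The number of listed genes fell, in the order CON vs CS, then CON vs FS, then CS vs FS, to 1535, 1477 and 1361 at a log2 ratio of at least 2, to 2317, 2273 and 2242 at a Bonferroni limit on the exact test, to 1241, 1119 and 1024 with edgeR's exact test at an assumed biological coefficient of variation of 0.2, and to 159, 112 and 39 at 0.4. Each setting is stricter by construction. Which coefficient holds in these plants is unknown without replicates.

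The share of up regulated genes moved to 64.4%, 75.0% and 64.4% at a log2 ratio of at least 2, to 68.3%, 71.9% and 59.1% at a coefficient of variation of 0.2 and to 82.4%, 96.4% and 66.7% at 0.4. In CON vs FS it was 53.9% without genes at 0 tags and 53.7% with at least 30 tags in the higher library. Sense-mapped totals gave 55.7% in CON vs CS and 59.6% in CON vs FS, by the upward shift given above, which works against fallen genes. These went from 1821 to 1630 and from 1774 to 1534, and risen genes stayed at 2051 in number and went from 2278 to 2267. TMM factors gave 49.1% and 48.5% in CON vs CS and CS vs FS, below 50%, and 51.4% in CON vs FS. They shifted every log2 ratio by -0.116, -0.110 and -0.132, so that only risen genes could drop below the threshold, and their assumption of mostly unchanged genes is not met here. The Bonferroni limit gave 55.2%, 51.3% and, below 50%, 49.7% in CS vs FS. For it, the filters on tags, the larger log2 ratio and edgeR's test the cause was not tested.

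Shared genes found by best hit changed in the same direction in 94.2% (CON vs CS and CON vs FS), 6.17% (CON vs CS and CS vs FS) and 88.7% (CON vs FS and CS vs FS). Over all listed genes the GO shares were 7.72%, 7.13% and 7.20% for stimulus and 4.34%, 4.07% and 4.03% for stress, as genes without a term enter the denominator. The term response to stress alone gave 6.27%, 5.92% and 5.58%. Carotenoid genes up in CON vs FS went from 80% to 100% both with best hits of an E-value of at most 1e-20 and without genes at 0 tags. With that E-value, vitamin B6 genes up in CON vs CS went from 50% to 0% and auxin genes up in CS vs FS from 61.5% to 37.5%, a reversal. These families have few members and the settings remove some of them. Entries of Table 2 matched rose from 1 to 39 in the tag tables, where no name is required. The log2 ratio of Unigene13819_All, 7.15 in the authors' deposited table, was 2.45 with 0 tags set to 3 and 8.96 with sense-mapped totals, the latter because 0.01 TPM stays in place while the scale changes. Tags with an opposite partner at 1 base were 0.609% in CON vs FS and 0.516% in CS vs FS with at least 30 copies in the higher library, against 0.793% and 0.638%.

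Depth limits the low counts. A gene under 3 tags was not told apart from 0, and of 200 simulated changed genes with counting noise alone 183, 176 and 181 were recovered in the same order of comparisons. The simulated changes were larger than the median change of listed genes without a 0, so recovery of smaller changes is unknown.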

Differences from the paper's values

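The search of the tag tables for the entries of Table 2 and the split of ribosomal protein genes by chloroplast names were chosen only after the result was seen.

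The paper reports 11922 differentially expressed genes as identified, and 7713 were found here when each gene was counted once. None of the alternatives set before the data were examined applied to this count. Adding the 3 lists without regard to shared genes gives the paper's number.

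In Table 2, an entry of RPLP0 for CON vs FS, with a fall to 0 tags, has no tag with its TPM values in the deposited tag table of CON vs FS, while its TPM values do occur in that of CS vs FS. The other entries all had a tag in the table of their own comparison, 39 of 40. The log2 ratio of the MYO entry is negative in Table 2, while its TPM values there rise, the only entry of 40 whose sign goes against its TPM values.

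The statements that follow come from the paper's section on the genes followed by qRT-PCR at 3 time points, while the numbers here are of the DeepSAGE libraries at 6 hr alone. The paper states there a rise of arginine decarboxylase under cold and freeze stress. Of such genes 0 were listed in CON vs CS and 2 rose in CON vs FS. The tag with the TPM values of the ADC entry of CON vs FS in Table 2, an antisense tag, rose from 8 to 81. The paper's statements for protein phosphatase and serine acetyltransferase were matched in direction, with 7 of 8 and 8 of 8 phosphatase genes and 2 of 2 acetyltransferase genes up. For AP2/ERF and WD40 genes in cold, 9 of 14 and 3 of 5 were up, where 53.0% of all listed genes rose. Their median log2 ratios there were 1.52 (random lists -1.42 to 1.58) and 1.02 (random lists -1.57 to 1.97). The phosphatase and acetyltransferase medians lay inside the range of the random lists as well. These tallies thus do not set the families apart from other listed genes. For ketoacyl synthase 1 and RNA helicase the paper also states a rise under both stresses. No gene listed against CON bore either name. Genes with ketoacyl in the best hit went 1 up and 2 down in both comparisons with CON. Helicase genes went 0 up and 2 down in CON vs CS and 1 up and 0 down in CON vs FS. The tag with the TPM values of the KCS1 entry of CON vs CS rose from 12 to 199. It matched no gene, so only equal TPM values tie it to that entry. The paper states a rise of 60S ribosomal protein genes in cold and their inhibition in freeze stress. Of large-subunit ribosomal protein genes without chloroplast names, 2 rose in CON vs CS, Unigene82559_All (11 to 48 tags) and Unigene13794_All (72 to 151), and 6 fell. In CON vs FS 2 rose, Unigene10876_All (21 to 67) and Unigene49482_All (35 to 94), and 3 fell, Unigene8313_All (25 to 0), Unigene49575_All (279 to 92) and Unigene39663_All (94 to 36), so that the tally goes against the statement for cold but not against that for freeze stress. Left out of it were a chloroplast 50S protein, Unigene16104_All, which fell in CON vs CS, and Unigene67878_All (6 to 57 tags from CON to FS), which is also counted among chloroplast-encoded genes. None of them was named ribosomal protein P0, the entry of Table 2, whose rising TPM values of CON vs CS were found for 3 tags. The paper states that calmodulin-related genes rose early in cold and were inhibited in freeze stress. Of genes with calmodulin in the best hit, all calmodulin binding proteins in CON vs CS, 0 rose and 3 fell there. In CON vs FS 2 rose, Unigene35111_All (110 to 587 tags) and Unigene65545_All (14 to 83), and 2 fell, Unigene17625_All (764 to 194) and Unigene21642_All (232 to 86). The calmodulin medians lay inside the range of the random lists in both comparisons with CON. The rising TPM values of the CALM entry of CON vs CS were found for 10 tags. The falling TPM values of the CALM entry of CS vs FS were found for 1 tag, an antisense tag, which fell from 324 to 75. For ATP binding protein the paper states a fall under both stresses. Genes with ATP binding in the best hit were 6 up and 10 down in CON vs CS, and 9 up and 3 down in CON vs FS, the latter Unigene35499_All (262 to 76 tags), Unigene43378_All (66 to 29) and Unigene12193_All (136 to 64). The ATP binding median lay inside the range of the random lists in CON vs CS and at its upper limit in CON vs FS. Single genes here were named after their values were seen. For SAUR genes the paper states a fall under both stresses. In CON vs CS 1 of 1 fell, and in CON vs FS 1 rose and 1 fell. The falling TPM values of the SAUR entries in Table 2 were found for 5 tags in CON vs CS and for 3 tags in CON vs FS.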

Other observations

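The tests of P-values, of genes risen from 2 tags and of tags of 1 gene in opposite directions, and the lists of clock, dark-induced and small heat shock genes, were chosen only after the result was seen.

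No tag that rose from 2 copies was listed in any comparison, while 148, 134 and 159 tags that fell to 2 copies were listed in CON vs CS, in CON vs FS and in CS vs FS. From 3 copies 156, 0 and 0 tags rose and 146, 103 and 147 fell to 3. A candidate explanation is a numerical limit of the deposited P-values for rises. Among genes risen from 2 tags in the 3 comparisons, 61, 85 and 50, 85.7% had a P-value in the authors' deposited table over 10 times the recomputed one, and none of the 32, 18 and 29 fallen to 2 tags did. If few tags rose from 2 copies at this depth, the gene tables would also lack them, yet they held those genes. A stricter form, chosen later, took 44 genes risen from 2 tags at an exact p of at most 1e-10, of which 32 had no listed risen sense tag, with counts up to 189. A shortage of such rises is thus argued against. Rises from few copies are likely to be missing from the tag lists, which bears on counts of risen tags, not on the direction of listed ones.

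In 13 of 290 genes with several sense tags in CON vs CS, the tags changed in opposite directions, 4.48% (95% interval 2.41 to 7.54). This was so, in CON vs FS, in 75 of 296 genes, 25.3% (interval 20.5 to 30.7), and in CS vs FS 64 of 294, 21.8% (interval 17.2 to 26.9). Both comparisons with FS shared 26 of these genes, and CON vs CS and CON vs FS shared 0. Substitutions inside tags of the FS plants would give more opposite pairs at 1 base with FS, but there were 64 in CON vs FS and 56 in CS vs FS against 73 in CON vs CS. A shift along the gene, by partial digestion or another poly(A) site, would place the risen tag on the same side nearly always. It lay nearer the 3' end in 47 of 87 pairs of CON vs FS and nearer the 5' end in 40, which argues against a shift in 1 direction. Genes that use several poly(A) sites in different ways under freeze stress may remain as an explanation, as may a difference of the single FS library, and neither was tested.

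Of genes with a common best hit, 24 genes of CON vs CS had a partner that changed in the opposite direction, against 82 to 144 in shuffles. Tags split or swapped between copies of a gene were predicted to give an excess, which was absent. The 24 genes may still include such copies and stay open. There were 35 such genes in CON vs FS (shuffles 58 to 113) and 48 in CS vs FS (shuffles 50 to 105).

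Of 4 light-harvesting genes listed in CON vs CS, 3 fell, while in FS 1 such gene was lower than in CON. Harvest at another time of day or in another light phase could lower them in CS. It was predicted that morning and evening clock genes would then move apart, but 1 clock gene was listed in CON vs CS, Unigene425_All, a pseudo-response regulator 9 by its best hit, which fell from 1320 to 411 tags, so the time of day and the cold cannot be told apart with so few clock genes. Other clock genes were listed for FS, pseudo-response regulators by best hit, with Unigene51540_All at 18 tags in CON, 26 in CS and 83 in FS, Unigene10280_All at 0 in CON and 21 in FS and Unigene10218_All at 27 in CON and 6 in FS. From CS to FS Unigene425_All rose to 997 tags, and Unigene32226_All of the morning list, late elongated hypocotyl by its best hit, rose from 93 to 250 tags. The pseudo-response regulators all stood in the evening list by name, without a check of each gene's phase. These values therefore do not test the prediction. Dark-induced genes, all asparagine synthetases by best hit, rose in both stress libraries against CON where listed, with Unigene18412_All at 22 tags in CON, 62 in CS and 71 in FS, Unigene86848_All at 0, 24 and 16 tags, Unigene43450_All at 82 in CON and 343 in CS, and Unigene51591_All at 4 and 35 tags. From CS to FS Unigene43450_All fell to 103 tags. The genes were chosen after their values were seen.

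For further genes that the paper followed by qRT-PCR over several time points, the lists by best hit at 6 hr are given as numbers of genes up and down for CON vs CS, then CON vs FS, then CS vs FS, and single genes were chosen after their values were seen. AP2/ERF genes were 9 and 5, 7 and 1, 5 and 6. Their median log2 ratio in the authors' deposited table of CON vs FS was 2.07, against -1.54 to 1.87 in 95% of the random lists, and the 1 that fell was Unigene44323_All, from 247 to 122 tags. WD40 genes were 3 and 2, 6 and 1, 2 and 0. The WD40 genes that fell were Unigene40082_All (130 tags in CON, 48 in CS), Unigene34548_All (505 in CON, 199 in CS) and Unigene11621_All (32 in CON, 6 in FS). The 2 that rose from CS to FS were Unigene61713_All (0 to 14 tags) and Unigene21987_All (0 to 15 tags). Peroxidase genes were 3 and 1, 6 and 0, 4 and 2, with the fall from CON to CS in Unigene46632_All (979 to 339 tags). Genes with ATP binding in the best hit were 6 and 10, 9 and 3, 6 and 4. Large-subunit ribosomal protein genes were 2 and 7, 3 and 3, 6 and 0, and of these 0 and 1, 1 and 0, 3 and 0 had chloroplast names or also stood in the list of chloroplast-encoded genes.

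Heat shock 70 genes and their interacting proteins rose against CON where listed. Besides Unigene114100_All these were Unigene22375_All (46 tags in CON, 174 in CS, 65 in FS) and Unigene31457_All (0, 15 and 0 tags), which both fell from CS to FS, and in FS Unigene107576_All (14 tags in CON, 44 in FS) and Unigene5769_All (3 in CON, 31 in FS). Small heat shock genes in the list by name, besides the 1 that fell in CS, were Unigene31833_All (540 tags in CON, 1284 in CS, 441 in FS), Unigene113620_All (276, 795 and 141 tags) and Unigene108878_All (14 in CON, 109 in CS, 40 in FS). The list missed Unigene27932_All, a low molecular weight heat-shock protein by its best hit, named after its values were seen, with 45 tags in CON, 163 in CS and 13 in FS. Helicase genes were 4 up and 1 down in CS vs FS, a list that takes in a chromodomain helicase, Unigene12075_All, a DNA helicase, Unigene88629_All, and 1 gene named an RNA helicase, Unigene22492_All, with Unigene12075_All (0 to 18 tags), Unigene22492_All (403 to 807), Unigene18582_All (120 to 352) and Unigene14170_All (59 to 263) up and Unigene88629_All (52 to 19) down. In the same comparison the 3-ketoacyl-ACP synthase gene Unigene8678_All rose from 0 to 16 tags and the serine acetyltransferase gene Unigene51661_All from 118 to 307.

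Galactosyltransferase genes were listed for FS alone, Unigene50003_All with 41 tags in CON, 25 in CS and 124 in FS, Unigene115288_All with 0 in CON and 14 in FS and Unigene21954_All with 138 in CON and 61 in FS. None of their best hits is named for galactinol or sucrose, as the SIP2 gene is, so they do not stand for SIP2. Genes found by the myosin keyword were Unigene35594_All (304 tags in CON, 103 in CS, 132 in FS), Unigene23149_All (71 in CON, 149 in CS) and Unigene882_All (40 in CON, 125 in CS, 52 in FS). The best hit of Unigene882_All is named similar to paramyosin-related, not a myosin. The SUMO ligase gene Unigene22577_All fell from 719 tags in CON and 845 in CS to 312 in FS. No listed gene bore the name of ribosomal protein P0, plastid-lipid-associated protein, cold shock protein, low temperature induced protein or HVA22.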
